# The complex architecture and epigenomic impact of plant T-DNA insertions

**DOI:** 10.1371/journal.pgen.1007819

**Published:** 2019-01-18

**Authors:** Florian Jupe, Angeline C. Rivkin, Todd P. Michael, Mark Zander, S. Timothy Motley, Justin P. Sandoval, R. Keith Slotkin, Huaming Chen, Rosa Castanon, Joseph R. Nery, Joseph R. Ecker

## Abstract

The bacterium *Agrobacterium tumefaciens* has been the workhorse in plant genome engineering. Customized replacement of native tumor-inducing (Ti) plasmid elements enabled insertion of a sequence of interest called Transfer-DNA (T-DNA) into any plant genome. Although these transfer mechanisms are well understood, detailed understanding of structure and epigenomic status of insertion events was limited by current technologies. Here we applied two single-molecule technologies and analyzed *Arabidopsis thaliana* lines from three widely used T-DNA insertion collections (SALK, SAIL and WISC). Optical maps for four randomly selected T-DNA lines revealed between one and seven insertions/rearrangements, and the length of individual insertions from 27 to 236 kilobases. *De novo* nanopore sequencing-based assemblies for two segregating lines partially resolved T-DNA structures and revealed multiple translocations and exchange of chromosome arm ends. For the current TAIR10 reference genome, nanopore contigs corrected 83% of non-centromeric misassemblies. The unprecedented contiguous nucleotide-level resolution enabled an in-depth study of the epigenome at T-DNA insertion sites. SALK_059379 line T-DNA insertions were enriched for 24nt small interfering RNAs (siRNA) and dense cytosine DNA methylation, resulting in transgene silencing via the RNA-directed DNA methylation pathway. In contrast, SAIL_232 line T-DNA insertions are predominantly targeted by 21/22nt siRNAs, with DNA methylation and silencing limited to a reporter, but not the resistance gene. Additionally, we profiled the H3K4me3, H3K27me3 and H2A.Z chromatin environments around T-DNA insertions using ChIP-seq in SALK_059379, SAIL_232 and five additional T-DNA lines. We discovered various effect s ranging from complete loss of chromatin marks to the *de novo* incorporation of H2A.Z and trimethylation of H3K4 and H3K27 around the T-DNA integration sites. This study provides new insights into the structural impact of inserting foreign fragments into plant genomes and demonstrates the utility of state-of-the-art long-range sequencing technologies to rapidly identify unanticipated genomic changes.

## Author summary

Our routine ability to add or alter genes in plant genomes using transgenesis has proven to be a game changer to plant sciences. Transgenics not only enables the study of gene function but also allows the development of modern crop plants without the unwanted genetic baggage coming from natural crossing. A major tool to create transgenics is the Agrobacterium system which naturally shuttles and integrates pieces of foreign DNA into its host genome. While the position and number of integrations was relatively easy to track, molecular tools never allowed to see the integrated piece of DNA within a single “picture”. Here we have utilized state-of-the-art DNA sequencing technology to capture the size and structure of multiple DNA insertion events in a plant genome. We discovered that insertion of the anticipated DNA fragment occurred as multiple concatenated full and partial fragments that led in some cases to intra- and interchromosomal rearrangements. Our analysis of the epigenetic landscapes showed variable effects from silencing of the integrated foreign DNA to alterations of chromatin marks and thus chromatin structure and functionality.

## Introduction

Plant genome engineering using the soil microorganism *Agrobacterium tumefaciens* has revolutionized plant science and agriculture by enabling identification and testing of gene functions and providing a mechanism to equip plants with superior traits [1, 2, 3]. Transfer DNA (T-DNA) insertional mutant projects have been conducted in important dicot and monocot models, and over 700,000 lines with gene affecting insertions have been generated in *Arabidopsis thaliana* (*Arabidopsis* henceforth) alone (reviewed in O’Malley [4]). Targeted T-DNA sequencing approaches were conducted on approximately 325,000 of these lines to identify the disruptive transgene insertions and to link genotype with phenotype [4]. This wealth of sequence information, much of which has been made available prior to publication, is available at: http://signal.salk.edu/Source/AtTOME_Data_Source.html, has been iteratively updated since 2001, and accessed by the community over 10 million times by 2018.

The *Agrobacterium* strains used in research projects are no longer harmful to the plant because the oncogenic elements of the tumor-inducing (Ti) plasmid have been replaced by a customizable cassette that includes a diverse set of *in planta* regulatory elements. *Agrobacterium*-mediated transgene integration occurs through excision of the T-DNA strand between two imperfect terminal repeat sequences [5], the left border (LB) and right border (RB) [6], and translocation into the host genome (reviewed in Nester [7]). Hijacking the plant molecular machinery, the T-DNA is integrated at naturally occurring double strand breaks through annealing and repair at sites of microhomology [8, 9]. While the exact mechanisms behind this error prone integration are poorly understood, it is known that insertion events generally occur at multiple locations throughout the genome [5, 10]. T-DNA insertions also frequently contain the vector backbone and occur as direct or inverted repeats of the T-DNA, resulting in large intra- and inter-chromosomal rearrangements [6, 11, 12, 13, 14, 15, 16, 17, 18, 19, 20, 21]. The phenomenon of long T-DNA concatemers has previously been attributed to the replicative T-strand amplification specific to the floral dip method, and which is less often observed after tissue explant transformation of roots or leave discs [22].

Knowledge of structural variations induced by transgene insertions, including insertion site, copy number and potential backbone insertions, as well as evidence for epigenetic changes to the host genome is crucial from scientific as well as regulatory perspectives. These aspects are routinely assessed using laborious Southern blotting, Thermal Asymmetric Interlaced (TAIL) PCR, targeted short-read sequencing, or recently digital droplet PCR [4, 23]. One of the few attempts to gain deeper insight into an engineered genome was for transgenic Papaya, using a Sanger sequencing approach [14]. This work identified three insertion events, each less than 10 kilobases (kb) in length, however large repeat structures with high sequence identity are generally impossible to assemble using short-read sequences [24].

Current knowledge of structural genome changes and epigenetic stability in transgenic plants is limited. In this study we report on the genome structures of four *Arabidopsis* T-DNA floral-dip transformed plants, and for the first time we report the lengths of T-DNA insertions up to 236 kilobases along with long-molecule evidence for genome structural rearrangements including chromosomal translocations and induced epigenomic variation. To study such large insertions and rearrangements at the sequence level, we *de novo* assembled the genomes of two multi-insert lines (SALK_059379 and SAIL_232) and the reference accession Columbia-0 (Col-0) using Oxford Nanopore Technologies MinION (ONT) reads to very high contiguity. We present polished contigs that span chromosome arms and reveal the scrambled nature of T-DNA and vector backbone insertions and rearrangements in high detail. We subsequently tested transgene expression and functionality and show differential epigenetic effects of the insertions on the transgenes between the two tested vector backbones. Small interfering RNA (siRNA) species induced transgene silencing through the RNA-directed DNA methylation (RdDM) pathway of the entire T-DNA strand in the SALK-vector background, and in contrast the transgene remained active in the SAIL-line. Moreover, by profiling the occupancy of H3K4me3, H3K27me3 and H2A.Z in SALK_059379, SAIL_232 and five additional T-DNA lines, we uncovered various effects of T-DNA insertions on the adjacent chromatin landscape. In summary, new technological advances have enabled us to assemble and analyze the genomes and epigenomes of T-DNA insertion lines with unprecedented detail, revealing novel insights into the impact of these events on plant genome/epigenome integrity.

## Results

### BNG optical genome maps reveal size and structure of T-DNA insertions

To study both the location and size of T-DNA insertions into the genome, we randomly selected four transgenic *Arabidopsis* lines and assembled optical genome maps from nick-labelled high-molecular weight DNA molecules using the Bionano Genomics Irys system (BNG; San Diego, CA) from pooled leaf tissue. These Columbia-based plant lines have previously been transformed by *Agrobacterium* using different vector constructs: SALK_059379 and SALK_075892 with pROK2 (T-DNA strand 4.4 kb; [25]), SAIL_232 with pCSA110 (T-DNA strand 7.1 kb; [26, 27]), and WiscDsLox_449D11 with pDSLox (T-DNA strand 9.1 kb; [20]). The segregating plant lines resemble their Columbia parent plants showing no obvious visual T-DNA insertion-induced phenotypes. The fluorescently-labeled DNA molecules used for BNG mapping had an average length of up to 288 kb, which enables conservation of long-range information across transgene insertion sites (Fig 1, Fig 2, Table 1, S1 Table). We compared assembled BNG genome maps for each of the four lines to the *Arabidopsis* TAIR10 reference genome sequence and observed up to four structural variations, due to T-DNA insertions, with sizes ranging from 27 kb to 236 kb (Fig 1, Fig 2, Table 1, S2 Table). Although insertion sizes larger than the actual T-DNA cassette have been reported [6, 11, 12, 17, 20, 21], the measured length for these insertions exceeded expectations based on vector size by ~20–60 fold. Moreover, BNG genome maps of the SAIL_232 line identified a total of seven genomic changes including three insertion events, one inversion involving ~500 kb on chromosome 1, an inverted translocation on chromosome 3 that involves the exchange of two adjacent regions between 2.6–3.4Mb (847 kb) with 8.9–10.1 Mb (1,193 kb), as well as a swap between chromosome arm ends (chromosomes 3 and 5; Fig 2). Previous short-read sequencing projects to identify insertion numbers (T-DNA seq; http://signal.salk.edu/cgi-bin/tdnaexpress) provided evidence for two (WiscDsLox_449D11), three (SALK_075892), four (SALK_059379) and five (SAIL_232) insertion sites, thus less than what we have observed through the BNG mapping approach (S5 Table).

**Fig 1:**
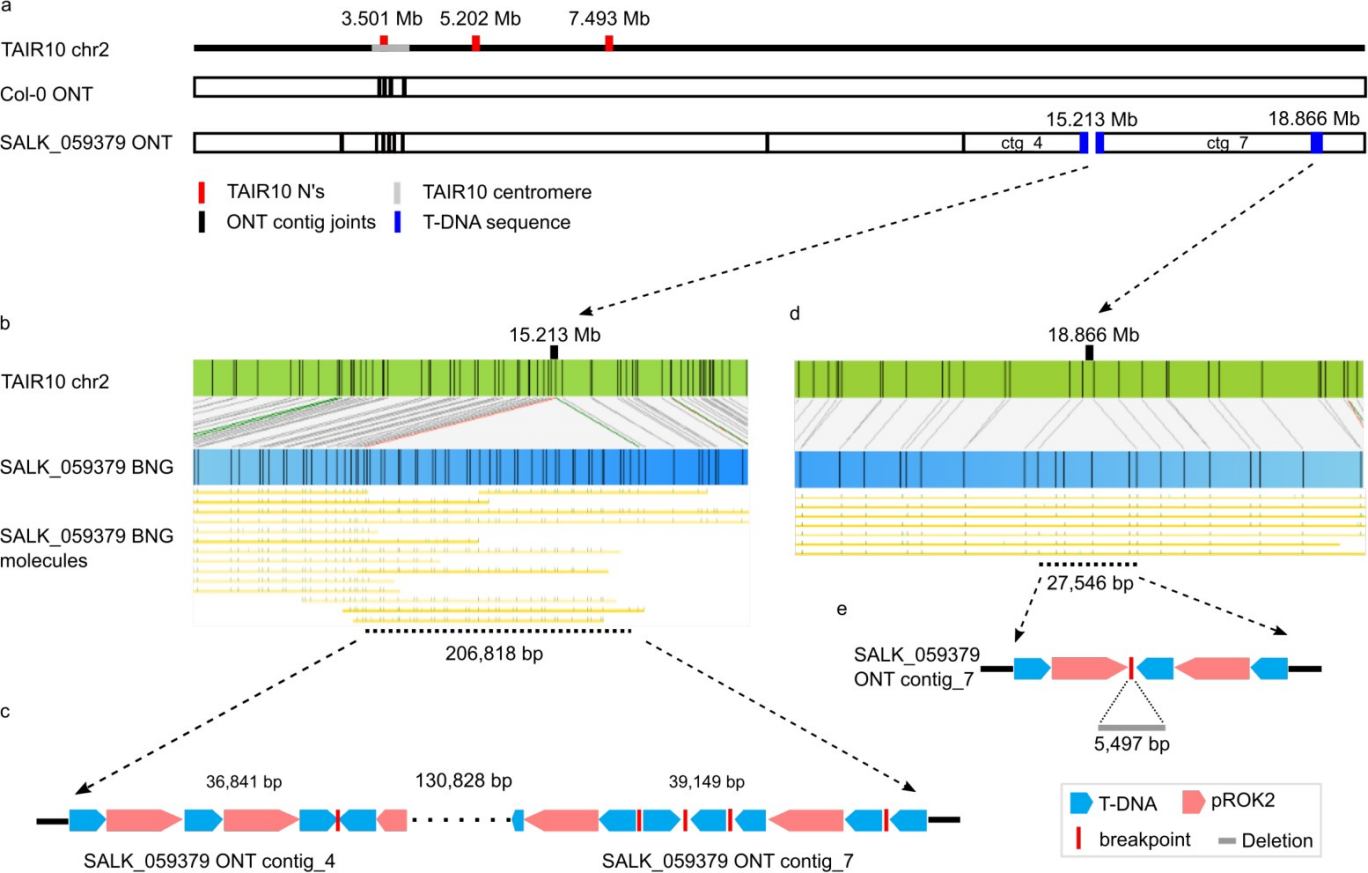
SALK_059379 T-DNA insertions are T-strand and backbone conglomerations. Schematic representation of *Arabidopsis* mutant line SALK_059379 chromosome 2 T-DNA insertions as identified from (a, c, e) ONT sequencing *de novo* genome assemblies and (b, d) BNG optical genome maps. (a) Graphical alignment of Col-0 and SALK_059379 ONT contigs to TAIR10 chromosome 2; two of the three TAIR10 misassemblies (red) are resolved within a single Col-0 ONT contig. Contig joints are represented as vertical black bars. Blue boxes indicate a broken (chr2_15Mb) and an assembled T-DNA insertion (chr2_18Mb). (b, d) represent the BNG maps that identify T-DNA insertions including an alignment of individual BNG molecules. (c) ONT contigs 4 and 7 have the chr2_15Mb insertion site partially assembled and identify a mix of direct T-DNA (blue) and pROK2 backbone (red) concatemers or scrambled stretches with breakpoints as red bars. (e) The chr2_18Mb insertion is assembled and identifies a 5,497 bp chromosomal deletion.

**Fig 2:**
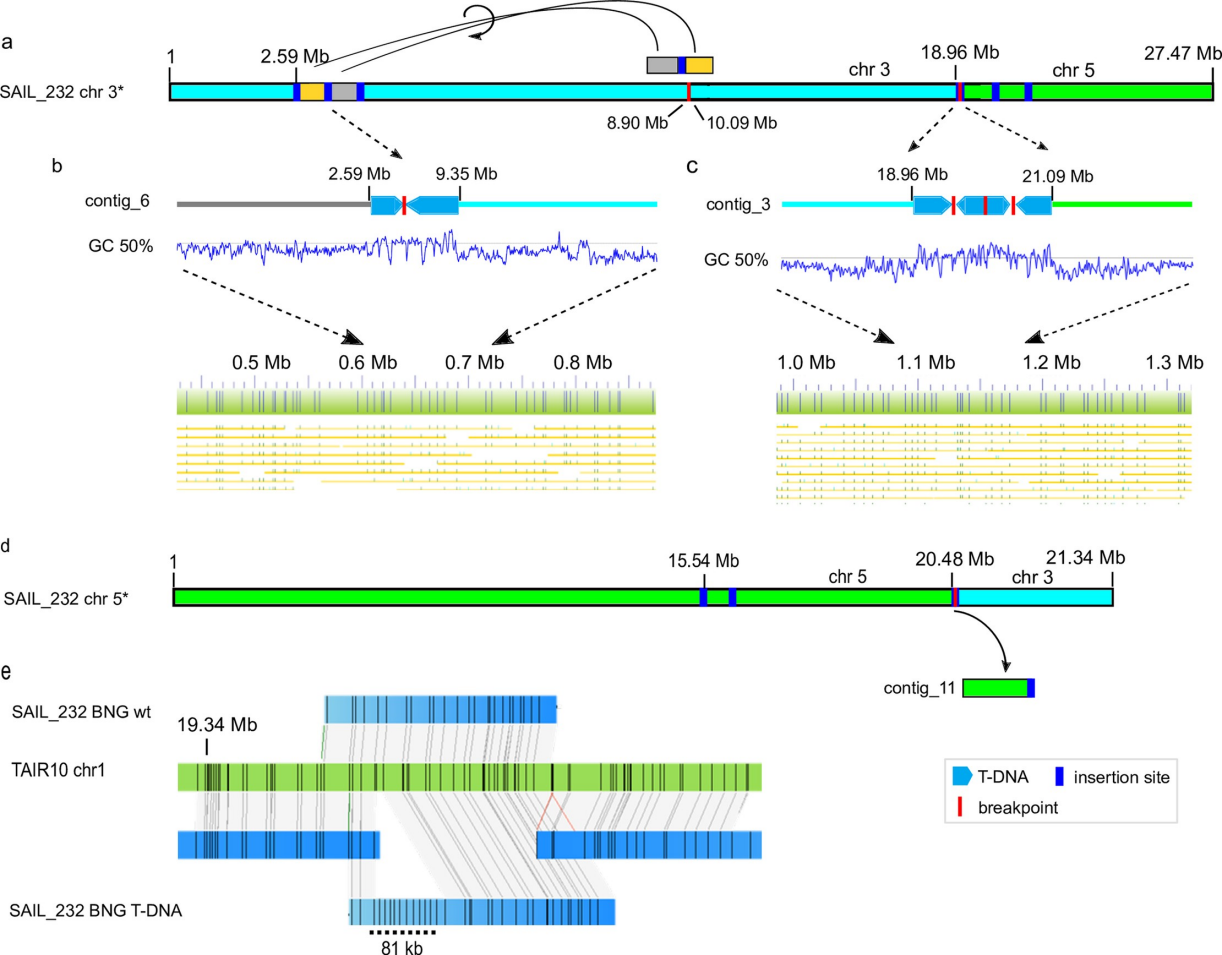
T-DNA integration induced large scale rearrangements in the SAIL_232 genome. Two T-DNA induced translocations occurred on chromosomes 3 (light blue) and 5 (lime green). (a) Inverted translocation of a 1.1 Mb segment split at a T-DNA insertion site (blue bar) was moved to a distal part of the same chromosome arm. The other chromosome arm was swapped with chromosome 5 (d). (b) The ONT assembly identified the underlying T-DNA inserts (boxed arrows) including a breakpoint (red line). (c) The chromosome swap joint site contains four pCSA110 vector fragments (boxed arrows) interspersed with breakpoints. These insertions change the GC signature in the respective region, and are confirmed by BNG alignment. (e) BNG maps (blue), aligned to *Arabidopsis* reference TAIR10 (green), are able to phase the WT (top) and T-DNA haplotypes (T-DNA; bottom) for this particular insertion site. Black lines indicate Nt.BspQI nicking sites.

**Table 1:** BNG maps and ONT assemblies identified multiple T-DNA insertions from segregant samples. BNG maps and ONT assemblies were aligned against the TAIR10 reference genome to detect coverage (cov), number of insertions (In) and or rearrangements (Re), and maximum insertion site. Individual ONT reads identified further insertions or rearrangements that were absent from the segregant assemblies of heterozygous segregating seed material.

	BNG Maps			ONT Assemblies			ONT reads	
	TAIR cov	#In/Re	max In	TAIR cov	# In/ Re	max In	# reads	# In/ Re
***Salk_059379***	98%	4	206 kb	98%	3	39,368 bp	503,388	2
***Salk_075892***	98%	3	96 kb	-	-	-	-	-
***SAIL_SEQ_232***	97%	7	236 kb	98%	9	50,653 bp	1,297,359	3
***Wisc_DsLox449D11***	94%	1	164 kb	-	-	-	-	-

### Assembly of highly contiguous genomes from ONT MinION data

The number of insertions in SALK_059379 and the type of rearrangements observed in SAIL_232 sparked our interest in analyzing these genomes at greater (nucleotide) resolution. We sequenced these engineered genomes, alongside the parent reference Col-0 plant (ABRC accession CS70000) using the Oxford Nanopore Technologies (ONT; Oxford) MinION device. We performed ONT sequencing on each line using a single R9.4 flow cell (Table 1, S1 Table) and assembled each genome using minimap/miniasm followed by three rounds of racon [28] and one round of Pilon [29]. We assembled the three lines into 40 contigs (Col-0; longest 16,115,063 bp), 59 contigs (SAIL_232; longest 16,070,966 bp) and 139 contigs (SALK_059379; longest 8,784,268 bp) (S1 Table). Individual whole genome alignments to the TAIR10 reference show over 98% coverage with 39 and 57 contigs for SAIL_232 and SALK_059379, respectively (Table 1, S1 Fig, S2 Table).

The remaining short contigs (< 50 kb) encode only highly repetitive sequences such as ribosomal DNA and centromeric repeats that cannot be placed onto the reference. Chromosome arms are generally contained within one or two contigs, and contiguity declines with repeat content towards the centromere (S1 Fig). Chromosome arm-spanning contigs covered telomere repeats and at least the first centromeric repeat, thus capturing 100% of the genic content. When we aligned the contigs of all assembled genomes back to the TAIR10 reference, we consistently did not cover ~3.9Mb of the reference. The Col-0 contigs covered over 99% of the TAIR10 reference, and the only discrepancies occur at the centromeres (S1 Fig). The high contiguity and quality of this genome assembly allowed correction of previously identified misassemblies (38/46 ‘N’-regions) in the TAIR10 reference genome (Fig 1A, S3 Table). Our contigs were not able to span the remaining eight. BNG alignments confirmed that all ONT contigs were chimera-free, while only eleven (Col-0 and SALK_059379) or three contigs (SAIL_232) contained misassembled non-T-DNA repeats (S4 Table).

One aim of creating near complete genome assemblies was to enable the structural resolution of transgene insertions at nucleotide level, rather than with genome scaffolding alone. We next assessed contiguity at sites of T-DNA insertion. After aligning these assemblies to BNG maps we concluded that the shorter insertions, SALK:chr2_18Mb (28 kb), SAIL:chr3_9Mb (11 kb), SAIL:chr3_21Mb (25 kb; Fig 2C) and SAIL:chr5_22Mb (11 kb) were completely assembled. Because of extensive repeats, much larger T-DNA insertions collapsed upon themselves, although contigs reaching up to 39 kb into the insertions from the flanking genomic sequences could be assembled.

### T-DNA independent chromosomal inversion in the SAIL Col-3 background

Chromosome 1 in the SAIL_232 line was assembled into a single contig (SAIL_contig_20), spanning an entire chromosome arm from telomere to the first centromeric repeat arrays (S1 Fig). Compared with the Col-0 reference genome, we found a 512 kb inversion in the upper arm (SAIL_chr1:11,703,634–12,215,749). Because we could not find a signature of T-DNA insertion at the inversion edges, we posited that this event may have resulted from a pre-existing structural variation of the particular Columbia strain used for the SAIL project (Col-3; ABRC accession CS873942). To test this hypothesis, we genotyped SAIL_232 alongside two randomly selected lines of the same collection (SAIL_59 and SAIL_107) using primers specific to the reference Col-0 CS70000 genome and the SAIL-inverted state (see Methods). PCR analysis confirmed that this “inversion” was common to all three independent SAIL-lines tested, and absent from Col-0 CS70000 (S2 Fig). Thus the event was not due to the T-DNA mutagenesis, rather is an example of the genomic “drift” occurring during the propagation of the Columbia “reference” accession within individual laboratories [30].

### SALK_059379 T-DNA insertions are conglomerates of T-strand and vector backbone

To annotate T-DNA insertion sites within the assembled genomes, we searched for pROK2 and pCSA110 plasmid vector sequence fragments within the assembled contigs (S5 Table). The assembled SALK_059379 genome contained three of the four BNG map identified T-DNA insertions: SALK:chr1_5Mb, chr2_15Mb and chr2_18Mb (Fig 1A, 1C and 1E, Table 1). Specifically, SALK:chr2_18Mb, the shortest identified insertion with 28,356 bp, was completely assembled (contig_7:3,690,254–3,719,373) and included a genomic deletion of 5,497 bp (chr2:18,864,678–18,870,175). Annotation of the insertion revealed two independent insertions; a T-DNA/backbone-concatemer (11,838 bp) from the centromere proximal end, and a T-DNA/backbone/T-DNA-concatemer (16,463 bp) from the centromere distal end, both linked by a guanine-rich (26 G bases) segment of 55 bp (Fig 1E). Two independent insertion events, 5,497 bp apart, potentially created a double-hairpin through sequence homology which was eventually excised, removing the intermediate chromosomal stretch (S3 Fig).

The second and third insertions, SALK:chr1_5Mb (131 kb) and SALK:chr2_15Mb (207 kb), were partially assembled into contigs. SALK:chr1_5Mb contig_10 and contig_5 contain 25,132 bp and 33,736 bp T-DNA segments. Similarly, the extremely long chr2_15Mb insertion was partially contained within contig_4 and contig_7 (Fig 1C), leaving an unassembled gap of approximately 131 kb. The recovered structure of this insertion is noteworthy as it represents a conglomerate of intact T-DNA/backbone concatemers, as well as various breakpoints that introduced partial vector fragments with frequent changes of the insertion direction (Fig 1C). Finally, the fourth insertion SALK_059379 (SALK:chr4_10Mb) was absent from the assembly. However, we observed a single ONT read (length 10,118 bp) supporting the presence of an insertion at this location. We also recovered a further ONT read (length 15,758 bp) that anchors at position chr3:20,141,394 and extends 14,103 bp into a previously unidentified T-DNA insertion (S4 Fig). PCR amplification from DNA samples using the genomic/T-DNA junction sequences from segregant and homozygous seeds confirmed the presence of all five insertions, revealing heterozygosity within the ABRC-sourced seed material.

While BNG maps were successful in placing long “T-DNA only” sequence contigs into the large gaps (e.g. SALK:chr1_5Mb), the four “short” T-DNA-only sequence contigs of ~50 kb or less did not contain sufficiently unique nicking pattern to confidently facilitate contig placement.

### Large-scale rearrangements reshape the SAIL_232 genome

We next searched the SAIL_232 ONT contigs for pCSA110 vector fragments, and were able to confirm all BNG-observed genome insertions (Table 1). This search additionally identified a further T-DNA insertion at chr5:20,476,509 (S5 Table) that was not assembled in the BNG maps.

We found that chromosome 3 harbored two major rearrangements (Fig 2). The first was a translocation of a 1.19 Mb fragment (chr3:8,902,305–10,095,395), which additionally split at an internal T-DNA insertion at reference position 9,343,053 bp (Fig 2A). The resulting two fragments were independently inverted prior to integration just before position chr3:2,586,494 (Fig 2A and 2B). The second major change was a swap between the distal arms of chromosomes 3 and 5, which is supported by two SAIL_232 BNG genome maps as well as two ONT contigs (Fig 2A–2D). Here, chromosome 3 broke at 21,094,402 nt, and chromosome 5 at 18,959,379 nt and 20,476,664 nt, and the larger chromosomal fragments swapped places. Specifically, this translocation was captured in SAIL_contig_31, showing the fusion of chr5:20,476,664-end to chromosome 3 after position 21,094,402 nt. The reciprocal event joined (SAIL_contig_2) chromosome 3 fragment (21,094,407-end), almost seamlessly to chromosome 5 after reference position 18,959,379 nt (Fig 2C and 2D). The genomic location of an excised fragment of chromosome 5 (chr5:18,959,380–20,476,663 found within SAIL_contig_11) was not determined (Fig 2D).

Finally, the 81-kb insertion at SAIL:chr1_19Mb was identified from a BNG contig that aligned together with a contig that did not harbor the insertion (Fig 2E). This apparent phasing of a heterozygous region was the only occasion where we observed this. The insertion consists of four tandem T-DNA copies (~30 kb) followed by ~20 kb of breakpoint interspersed T-DNA and vector backbone, and was partially assembled (50,676 bp) at the 5’ end of contig_5 (Fig 2E). Although not assembled as part of the flanking SAIL_contig_47, we recovered multiple ONT reads that contain T-DNA as well as genomic DNA sequences. In summary, the BNG maps perfectly aligned with the ONT assembly of the T-DNA insertion haplotype (Fig 2E).

### T-DNA Integration occurs independently from both double-strand break ends

While both sequenced lines share similar numbers of T-DNA insertion events, the genome of the SAIL_232 plant line underwent more significant changes to its architecture. All genome insertion sites began and ended with the LB of the T-DNA strand, providing evidence for independent transgene integration at both ends of the DNA double-strand break. We did not recover any LB sequences at the chromosome/T-DNA junction, in line with literature reports that usually 73–113 bp are missing from the LB sequence inwards [15, 19, 31]. Internal T-DNA sequence deletions were also seen at breakpoints within the insertion (Fig 1C, Fig 2C). As observed for the SALK:chr2_18Mb chromosomal deletion (Fig 1E, S3 Fig), we cannot exclude that long homologous stretches between the independently inserted T-DNA/vector backbone concatemers represent inverted repeats.

### Transgenes are functional in SAIL-lines but are silenced in SALK-lines

We next wanted to assess the effects of T-DNA insertions on the epigenomic landscape. The pROK2 T-DNA strand contains the kanamycin antibiotic-resistance gene *nptII* under control of the bacterial nopaline synthase promoter (NOSp) and terminator (NOSt), and an empty multiple cloning site under control of the widely used Cauliflower mosaic virus 35S (CaMV 35S) promoter and NOSt [25]. The CaMV 35S constitutive overexpression promoter has previously been described to cause homology-dependent transcriptional gene silencing (TGS) in crosses with other mutant plants that already contain a CaMV 35S promoter driven transgene [32]. In germination assays, we confirmed that the kanamycin selective marker is not functional in SALK lines propagated for more than a few generations [4]. While ~75% of SALK_059379 seed initially germinated on kanamycin-containing plates, these seedlings stopped growth after primary root and cotyledon emergence (Fig 3A). The SAIL_232 pCSA110 T-DNA segment encodes the herbicide resistance gene *bar* (phosphinothricin acetyltransferase), under control of a mannopine synthase promoter [26]. In contrast to SALK_059379, we confirmed proper transgene function by applying herbicide to soil-germinated plants [33, 34] (Fig 3B). 

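RNA-seq of rosette leaves was analysed from 1 library of each line, SALK_059379, which carries the T-DNA of plasmid pROK2, and SAIL_232, which carries that of pCSA110. The RNA came from pools of segregating plants. The paper's methods give growth at 20 °C with 13 h of light, and the sample labels give 21 °C with 16 h. The SAIL_232 library was prepared by hand and sequenced with paired ends, whereas the SALK_059379 library was prepared on an automated system and sequenced with single ends. A difference in read number between the lines therefore cannot be told apart from a difference between the library preparations. The authors trimmed adapters, mapped the reads to the plasmid with Bowtie2 and the Geneious aligner, mapped the retained reads to TAIR10 to exclude off-target reads, and did not normalize. The number of reads sequenced per library is not given in the sources used here, so no level relative to library size was computed. The files list 125 aligned pieces on pROK2 and 34770 on pCSA110, each with a strand, a start, an end and its bases. Because a read can take several pieces, neighbouring pieces of the same strand, at most 16 bases apart and adding up to at most 130 bases, were joined. This rule was chosen after the files were seen. It gave 114 joined reads on pROK2 and 6787 on pCSA110. Of the latter, 5010 held exactly 6 pieces, the most that any read held, so that the listed part of a read can be shorter than the read. Of the joined pROK2 reads, 53 had 10 bases, a length at which a match to the plasmid can arise by chance, since 2.34% of all possible sequences of 10 bases occur on pROK2. Another 13 reads had 11 bases, of which 0.594% of possible sequences occur. On pCSA110, 3289 of the 6787 joined reads had 15 bases or less. Of these, 183 had 6 bases, 292 had 7 and 372 had 8. Of the possible sequences of these lengths, 95.0%, 56.9% and 19.9% occur on pCSA110. These shares are for unbroken sequences. A joined read on pCSA110 can hold several pieces and be only the listed part of a longer read. The shares therefore do not give its rate of chance matches. A chance match stays possible for the shortest reads, which are included in the counts of all joined reads. A joined read was assigned to the element that holds its midpoint. With 1 library per line, counts are given with exact Poisson 95% intervals and shares with exact Clopper-Pearson 95% intervals. Both cover counting error only, since PCR reads are not independent molecules.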

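On pCSA110, bar (828 to 1379 bp, plus strand, 183 amino acids) held 4617 joined RNA-seq reads (95% interval 4485 to 4752) of the 6787 joined reads of the library, a share with a 95% interval of 66.9 to 69.1%, or 8364 reads per kb. The stretch between the left border and bar, which holds the mannopine synthase promoter (270 to 827 bp), held 617 reads, or 1106 reads per kb. The stretch between bar and GUS that holds pLAT52 held 1109 reads, or 294 reads per kb, 94.6% of them on the strand opposite to GUS. The left border repeat held 21 reads and the right border repeat 7. Of the reads on bar, 98.5% (98.1 to 98.8) lay on the strand opposite to the coding strand. The paper's methods do not state which strand of a transcript this library reports. Neither this share nor that of the pLAT52 stretch therefore shows that the RNA was antisense to bar or GUS. On pROK2, nptII (9252 to 10046 bp, minus strand, 264 amino acids) held 5 joined reads (1.62 to 11.7), or 6.29 reads per kb. Of the other pROK2 elements, the stretch that holds the 35S promoter held 9 reads, the first NOSt 4, the second NOSt 1, the stretch that holds NOSp 4, the left border repeat 1 and the right border repeat 0. The vector backbone of pROK2 outside the borders held 85 reads, or 9.92 reads per kb, so that nptII did not stand out from the rest of the plasmid at this depth. When only joined reads of at least 30 bases, with at least 50% of their 12-base words on the plasmid, were kept, 3 reads remained on nptII (0.619 to 8.77) and 485 on bar (443 to 530). Bar then held 23.3% (21.5 to 25.1) of the 2084 reads kept on pCSA110, fewer than the 924 reads (44.3%) on the longer stretch that holds pLAT52. Its density of 879 reads per kb remained above the 455 on the mannopine synthase promoter stretch and the 245 on the pLAT52 stretch, by a smaller margin than without the filter. This filter was chosen after the files were seen and removes reads of which only a short part is listed. The other extreme was the number of listed pieces without joining, which was 25729 on bar.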

We corroborated these differential phenotypes by mapping RNA-seq reads to the corresponding transformation plasmid and found that the SAIL_232 *bar* gene was expressed, while in SALK_059379 the *nptII* gene was not expressed, most likely due to epigenetic silencing (Fig 3C and 3D).

**Fig 3:**
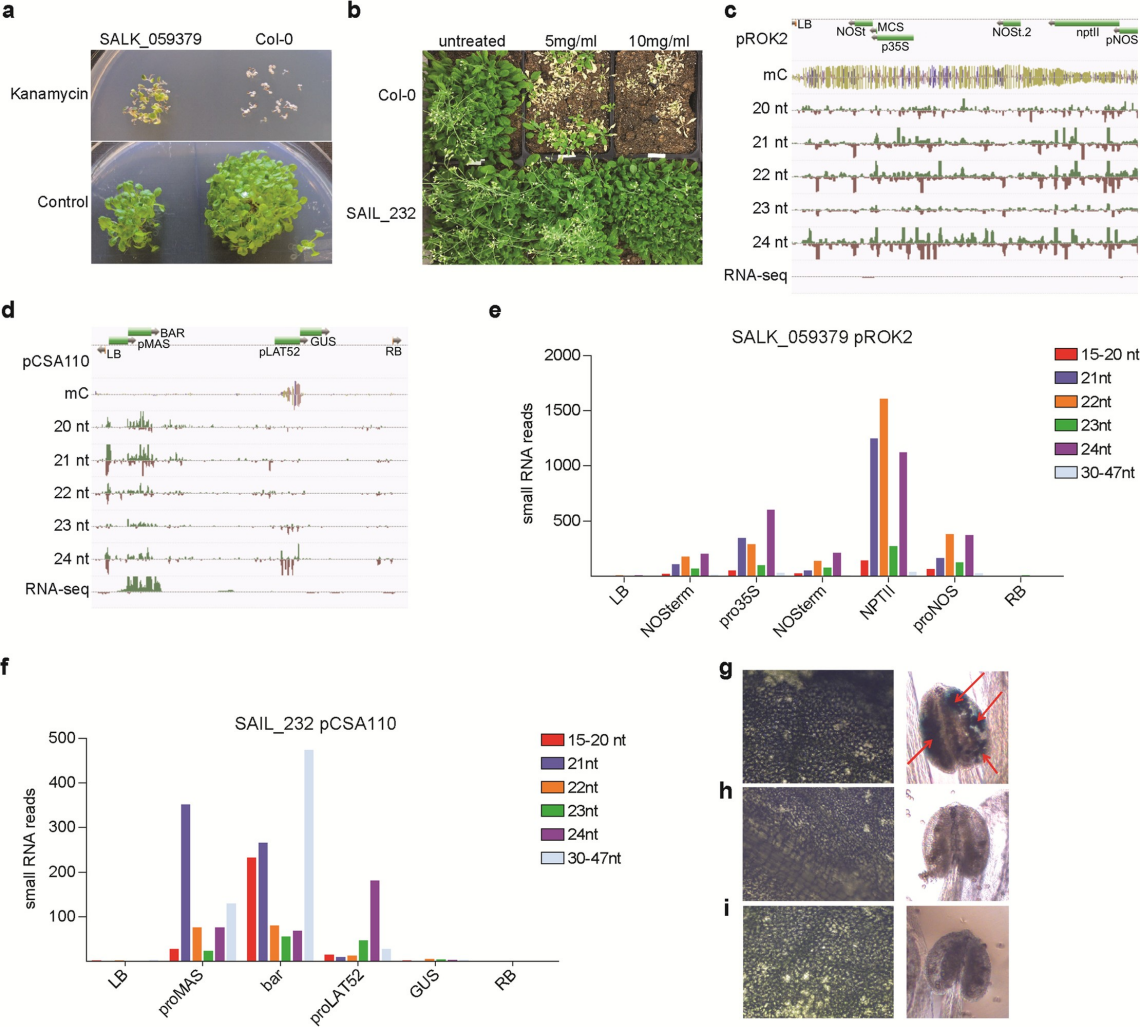
SALK and SAIL T-strand sequences show divergent epigenomic signatures. Transgene activity was tested by exposing plants to the respective selective agent: (a) SALK_059379 grown on media containing the antibiotic kanamycin (50ug/uL) (or empty control) and (b) the SAIL_232 sprayed with the herbicide Finale™ at two different concentrations through the middle of the tray. All phenotypes are compared to the WT Col-0 (a,b). Analysis of expression and epigenetic signatures on the corresponding T-DNA sequence is captured in genome browser shots for SALK_059379 plasmid pROK2 (c) and SAIL_232 plasmid pCSA110 (d): Illumina read mapping of bisulfite sequencing, RNA-seq and different small RNA species. Quantification of individual siRNA read length against individual parts of the two plasmid sequences are reported in (e = pROK2) and (f = pCSA110). GUS staining of leaves and flowers of SAIL_232 (g), with Col-0 (h) and SALK_059379 (i) as control.

### Differential siRNA species define transgene silencing

We hypothesized that the observed plasmid dependent transgene expression is dictated by gene silencing via RdDM pathways [35]. To test for the presence of siRNA and cytosine DNA methylation within T-DNA loci, we sequenced small RNA populations and bisulfite-converted whole genome DNA libraries for both lines. 

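Small RNA was sequenced from rosette leaves of pools of segregating plants, with 1 library for each line. The paper's methods describe the size selection from a gel, sequencing on a pair of lanes, adapter trimming, mapping to the plasmid and removal of reads that map to TAIR10 elsewhere. The file of each library lists each mapped read with its strand, start and end, without normalization and with both lanes together. It held 25606 reads on pROK2 for SALK_059379, of 16 to 47 nt, and 3175 reads on pCSA110 for SAIL_232, of 17 to 50 nt. These are reads on the plasmid and not library sizes, so abundances are compared within a line only. The reads took 8928 distinct combinations of start, end and strand in SALK_059379 and 1840 in SAIL_232. The methods state a mapping without mismatches. In the files, 85.7% of the SALK_059379 reads and 89.8% of the SAIL_232 reads equalled the plasmid sequence in every base, and 3521 and 230 reads differed in 1 base. All reads were kept. In SALK_059379, 723 reads (2.82%) matched pROK2 at more than 1 place and were counted where the authors had placed them. An exact search of TAIR10.1 found 10 of the SALK_059379 reads (0.0391%) and 19 of the SAIL_232 reads (0.598%) in the nuclear or organelle genome. Elements were located on the deposited plasmid sequences, which carry no annotation. The borders were found as the 25 bp repeats, coding regions as open reading frames, the nopaline synthase terminators at the paper's coordinates, and each promoter as the whole stretch between its neighbouring elements. A read was assigned to the element that holds its midpoint and to the length classes of Fig. 3E and 3F. Bisulfite data are not analysed here.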

Our analyses identified abundant, yet divergent small RNA species (15-20nt, 21nt, 22nt, 23nt, 24nt) that mapped to genomic insertions of the *nptII* (pROK2) and *bar* (pCSA110) vector sequences in the SALK and SAIL lines, respectively (Fig 3C and 3D). 

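On the pROK2 T-DNA (4318 bp with its borders), 14072 small RNA reads of SALK_059379 were counted, or 3259 reads per kb. Their lengths were mostly 21 to 24 nt (12590 reads, 89.5%, 95% interval 88.9 to 90.0). Within these, 2941 reads had 21 nt, 3803 had 22 nt, 1073 had 23 nt and 4773 had 24 nt. On the pCSA110 T-DNA (7180 bp), 3129 reads of SAIL_232 were counted, or 436 reads per kb. There, 744 reads had 21 nt, 260 had 22 nt, 160 had 23 nt and 399 had 24 nt, and another 768 reads had 30 to 47 nt. The 24 nt reads were 37.9% (37.1 to 38.8) of the 21 to 24 nt reads on the pROK2 T-DNA and 25.5% (23.4 to 27.8) of those on the pCSA110 T-DNA. Reads of 21 and 22 nt together were 53.6% (52.7 to 54.4) and 64.2% (61.8 to 66.6). With 1 library per line, the difference between the lines has no replicate check.

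**Figure D1:**
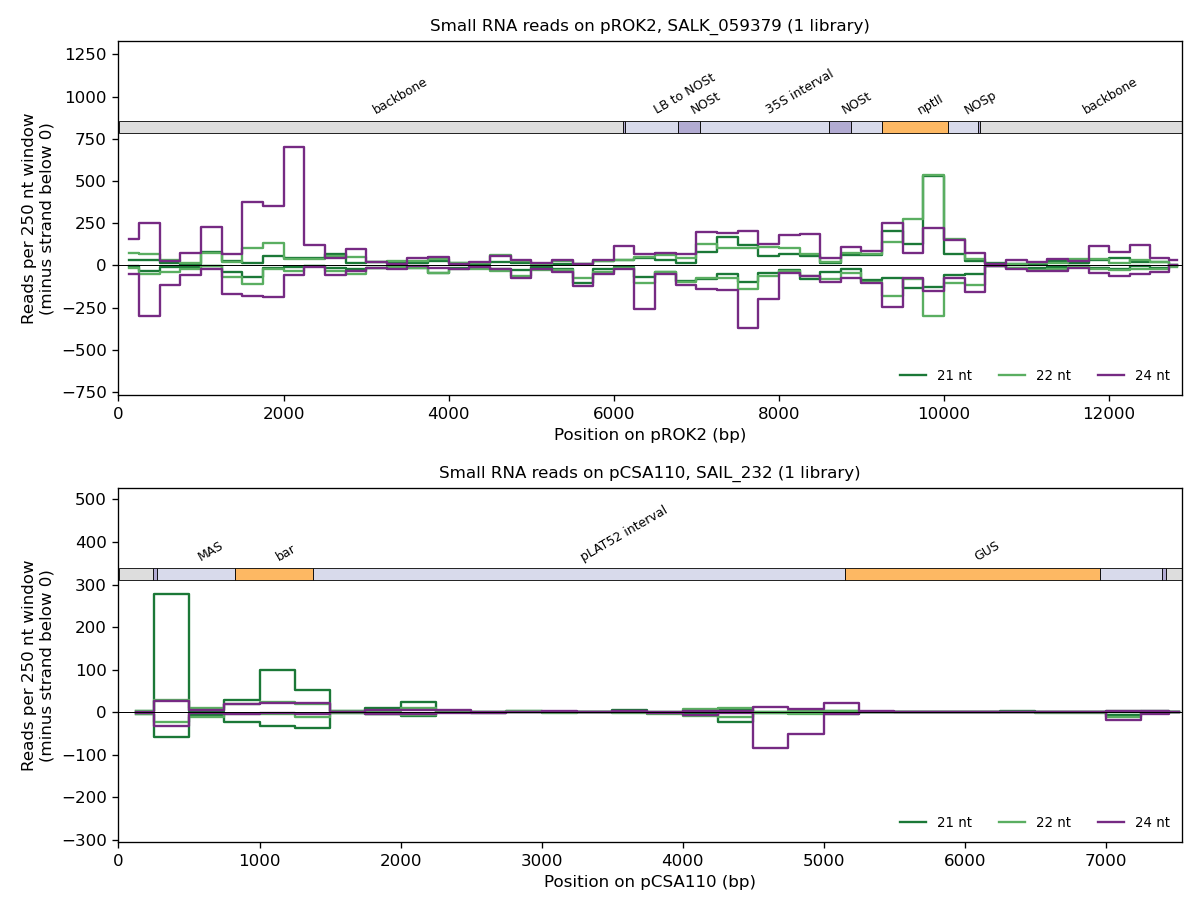
Small RNA reads of 21, 22 and 24 nt in windows of 250 nt along pROK2 (SALK_059379, upper plot) and pCSA110 (SAIL_232, lower plot), with plus-strand reads above 0 and minus-strand reads below it; the boxes mark the elements to scale. Reads of 21 and 22 nt peak within nptII, and reads of 21 nt peak beside the left border of pCSA110 and over bar, whereas 24 nt reads on pCSA110 peak in the 1000 nt upstream of GUS.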

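The nptII coding region held 4458 small RNA reads, the highest density of any element of the pROK2 T-DNA (5608 reads per kb). Densities are per kb of plasmid and were not corrected for the number of inserted copies of each element. The rank of nptII rests on repeated reads. With identical reads counted once, nptII held 1055 reads per kb (985 to 1129), below the stretch that holds NOSp (1256, 1143 to 1378). Its interval overlapped that of the stretch that holds the 35S promoter (1119, 1067 to 1172). Distinct reads measure variety and not abundance, so these values do not show how abundant small RNAs were on each element. In counts, 1238 reads (95% interval 1170 to 1309) had 21 nt, 1582 (1505 to 1662) had 22 nt, 259 had 23 nt and 1097 (1033 to 1164) had 24 nt. Another 137 reads had 15 to 20 nt and 27 had 30 to 47 nt. The 21 nt and 22 nt reads were antisense to nptII more often than sense: 863 of the 21 nt reads and 963 of the 22 nt reads lay on the plus strand, opposite to the coding strand. Of the 24 nt reads, 604 were antisense and 493 sense. The 21 nt read from 9899 to 9919 bp on the plus strand occurred 498 times, and the 22 nt read from 9898 to 9919 bp 422 times, the most frequent reads of these lengths in the library. When reads with the same start, end and strand were counted once, 148 reads of 21 nt, 211 of 22 nt and 192 of 24 nt remained, and the strand preference changed side, with 58.8% of the 21 nt, 58.3% of the 22 nt and 57.8% of the 24 nt reads sense. Without the reads at the most frequent 5′ end, 50.7% of the 21 nt reads were sense, so that the excess of antisense 21 nt reads rests on that position.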

The *nptII* gene was highly targeted by 21/22nt siRNAs, as well as RdDM promoting 24nt siRNAs. The NOSp and duplicated NOSt were equally targeted by 22nt and 24nt siRNAs, although at lower numbers than the *nptII* gene itself (Fig 3E). In contrast, the SAIL_232 *bar* gene and its promoter were targeted by high numbers of 21nt siRNAs, and lacking 24-mers (Fig 3F). 

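The stretch between nptII and the right border, which holds NOSp (10047 to 10405 bp), held 332 reads of 22 nt (95% interval 297 to 370) and 360 of 24 nt (324 to 399), a difference within the counting error, beside 156 reads of 21 nt. The first NOSt (6778 to 7038 bp) held 101 reads of 22 nt (82.3 to 123) and 159 of 24 nt (135 to 186), and the second NOSt (8607 to 8867 bp) held 129 of 22 nt (108 to 153) and 218 of 24 nt (190 to 249). In both copies the intervals of the 22 nt and 24 nt counts did not overlap. With reads of the same start, end and strand counted once, they did, with 55 reads of 22 nt (41.4 to 71.6) and 64 of 24 nt (49.3 to 81.7) on the first NOSt, and 56 (42.3 to 72.7) and 72 (56.3 to 90.7) on the second. Distinct reads measure variety and not abundance, so this overlap does not show equal levels. The copies share their sequence, so that a read from one cannot be assigned to it. As a share of the 21 to 24 nt reads, 24 nt reads were 37.4% (34.3 to 40.5) on NOSp, 40.6% (35.7 to 45.6) on the first NOSt and 43.8% (39.4 to 48.3) on the second.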

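The bar coding region held 244 reads of 21 nt (95% interval 214 to 277), 66 of 22 nt (51.0 to 84.0), 58 of 23 nt (44.0 to 75.0) and 58 of 24 nt (44.0 to 75.0). Its promoter stretch held 351 reads of 21 nt (315 to 390), 74 of 22 nt (58.1 to 92.9), 15 of 23 nt and 69 of 24 nt (53.7 to 87.3). The 24 nt reads were 13.6% of the 21 to 24 nt reads on either element (10.5 to 17.2 on bar, 10.7 to 16.8 on the promoter stretch), and counting identical reads once changed this share to 15.0% on bar and 22.6% on the promoter stretch. Of the 21 nt reads on the promoter stretch, 336 (95.7%, 93.0 to 97.6) lay between its start at 270 bp and position 500, next to the left border. The most frequent 21 nt read of the library lay there, from 312 to 332 bp on the plus strand (65 reads), as did the most frequent 22 nt read, from 319 to 340 bp on the minus strand (8 reads).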

Interestingly, the pCSA110 encoded pollen specific promoter pLAT52, promoting the reporter gene *GUS*, was the only element highly targeted by 24nt siRNAs as well as high cytosine methylation levels in all sequence contexts (CG, CHG and CHH methylation, where H is A, C or T) in the SAIL background (Fig 3D and 3F, S6 Table). In contrast, the entire pROK2 T-DNA region showed high cytosine methylation in all three contexts. 

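The stretch between bar and GUS (1380 to 5150 bp), which holds pLAT52 together with other vector sequence, held 234 reads of 24 nt (95% interval 205 to 266) among 542 reads of 21 to 24 nt, a share of 43.2% (39.0 to 47.5). The 24 nt reads were not spread evenly over it. In the 1000 nt upstream of GUS (4151 to 5150 bp), an interval chosen after the reads were seen, 187 of 313 reads of 21 to 24 nt had 24 nt (59.7%, 54.1 to 65.2), whereas in the rest of the stretch 47 of 229 did (20.5%, 15.5 to 26.3). The most frequent 24 nt read of the library lay there, from 4644 to 4667 bp on the minus strand, with 63 reads, and with the reads at the most frequent 5′ end left out the share over the whole stretch was 35.7%. With identical reads counted once it was 30.0% (24.6 to 35.7), which overlapped the interval of the promoter stretch of bar (16.3 to 30.0) and not that of bar (10.4 to 20.7). Of the 969 reads of all lengths on the stretch, 17 (1.75%) also matched TAIR10.1 exactly. The stretch between GUS and the right border (6963 to 7399 bp) held 28 reads of 24 nt (18.6 to 40.5). Per kb, the whole stretch between bar and GUS held 62.1 reads of 24 nt, no more than the 64.1 between GUS and the right border and fewer than the 105 on bar and the 124 on its promoter stretch. The order depends on the interval, since the 1000 nt upstream of GUS held 187 per kb, more than each of these, and the rest of the stretch 17.0. The most frequent 24 nt read made up 63 of these 187 reads. Nearly all of the lead over the promoter stretch of bar rests on that read. The most frequent read of the promoter stretch was not left out for this comparison.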

We found all elements to be fully CG and CHG methylated, and between 30% (*nptII*) and 71% (NOSt) of CHH’s were methylated (S7 Table). 

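Reads of 24 nt were present on every pROK2 element longer than the borders. The stretch between both NOSt copies, which holds the CaMV 35S promoter and the cloning site (7039 to 8606 bp), held 2029 reads of 24 nt (95% interval 1942 to 2119), 46.4% (44.9 to 47.8) of its 21 to 24 nt reads. The stretch from the left border to the first NOSt held 633 reads of 24 nt (44.8%, 42.2 to 47.4), and that from the second NOSt to nptII held 269 (35.6%, 32.2 to 39.1). The left border repeat held 7 reads of 24 nt and the right border repeat 1, and on pCSA110 the left border repeat held 6 and the right border repeat 0 (a count of 0 allows up to 3 reads, as a one-sided limit), which at 25 bp each is too few to compare. The GUS coding region of pCSA110 (5151 to 6962 bp, plus strand, 603 amino acids) held 58 reads of all lengths and 4 of 24 nt (1.09 to 10.2), or 2.21 reads of 24 nt per kb.

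**Figure D2:**
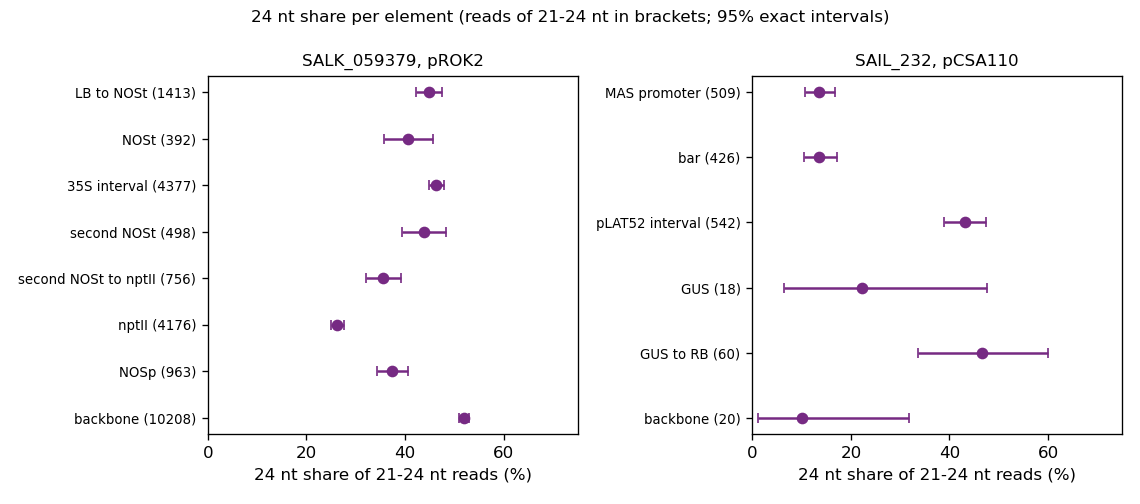
Share of 24 nt reads among the 21 to 24 nt reads on each element of pROK2 in SALK_059379 (left) and of pCSA110 in SAIL_232 (right), 1 library each; points are shares in percent, bars are exact 95% intervals, and the number of 21 to 24 nt reads is in brackets. Among the pROK2 elements with more than 11 such reads the share is lowest on nptII (26.3%), although with identical reads counted once its interval (26.1 to 33.3) overlaps those of NOSp, the 35S stretch and both NOSt copies. On pCSA110 it is higher on the pLAT52 interval (43.2%) than on bar or its promoter stretch (13.6% each).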

In summary, the *GUS* reporter in pCSA110 and all pROK2 transgenic elements are targeted by RdDM gene silencing pathway 24nt siRNAs. In contrast, the SAIL_232 pCSA110 *bar* gene was only targeted by 21/22nt siRNAs without any apparent effects on expression or the chemical resistance phenotype.

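Reads of 21 and 22 nt together were 310 of the 426 reads of 21 to 24 nt on bar (72.8%, 95% interval 68.3 to 76.9) and 425 of 509 on its promoter stretch (83.5%, 80.0 to 86.6). Over all lengths, bar held 1313 reads, of which 206 had 15 to 20 nt and 447 had 30 to 47 nt, so that 21 and 22 nt reads were 23.9% of its reads of 15 to 47 nt. After its small RNA and cytosine methylation results, the paper states that 24 nt siRNAs of the RdDM pathway target the GUS reporter and the pROK2 elements. It states that bar is targeted by the 21 and 22 nt classes, with no apparent effect on its expression or on the resistance.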

We were curious whether the 24nt siRNA and DNA methylation of the *GUS* gene observed in leaf tissue suppresses expression in pollen, where it is driven by the strong pLAT52 promoter. Indeed staining of mature pollen identified GUS activity in the tested SAIL line, thus suggesting that these epigenetic effects can be partially overcome by when transgene expression is driven by a strong promoter (Fig 3G–3I).

While these observations are limited to the transformation vectors, we specifically looked at the individual junctions between genome and T-DNA to examine for epigenetic effects on the flanking genomic DNA sequences/genes. We only found few siRNA reads at two SALK_059379 (of eight) and six SAIL_232 (of 11), and thus were not able to draw any conclusions. Similarly for bisulfite-converted DNA short-reads, where we were able to identify DNA methylation signatures at only one junction in each transgenic line. With the caveat that only a few cases were examined, we were unable to observe any signatures for siRNA or DNA methylation spreading outside of the T-DNA borders.

### T-DNA-insertions shape the local chromatin environment

Besides DNA methylation, histone variants and modifications of histone tails are also key epigenome features playing crucial roles in instructing gene expression dynamics [36]. To study the role of T-DNA insertions in shaping the adjacent chromatin in SALK_059379 and SAIL_232 seedlings, we employed ChIP-seq assays to profile the occupancy of two histone modifications H3K4me3 and H3K27me3, and the histone variant H2A.Z (http://neomorph.salk.edu/T-DNA_ChIP.php). H3K4me3 marks active or poised genes [37, 38], whereas H3K27me3 is involved in Polycomb Repressive Complex 2 (PRC2)-mediated gene silencing [39, 40]. The histone variant H2A.Z is known to be involved in the gene responsiveness to environmental stimuli in *Arabidopsis* [41]. SALK_059379 carries five T-DNA-insertions, two of which are homozygous and could thus be analyzed and visualized from our ChIP-seq data (Fig 4A, S5A–S5C Fig). The SALK:chr2_18Mb T-DNA insertion led to a 5.5 kb deletion ranging from the promoter of *At2g45820* to the gene body of *At2g45840* (Fig 1D, Fig 4A). We observed that the H3K4me3 domain at *At2g45820* (domain 1) is affected by the deletion, displaying lower levels of H3K4me3 (Fig 4A, S5A Fig). In Col-0, this deleted fragment shows a large H3K27me3 domain which extends into the gene body of *At2g45840*. Levels of H3K27me3 are also reduced at that region (domain 2) in SALK_059379 (Fig 4A, S5A Fig). The SALK:chr2_15Mb insertion occurred in the first intron of *At2g36290*, and leads to a strong reduction of H3K4me3 and H2A.Z compared to Col-0 (S5B and S5C Fig).

**Fig 4:**
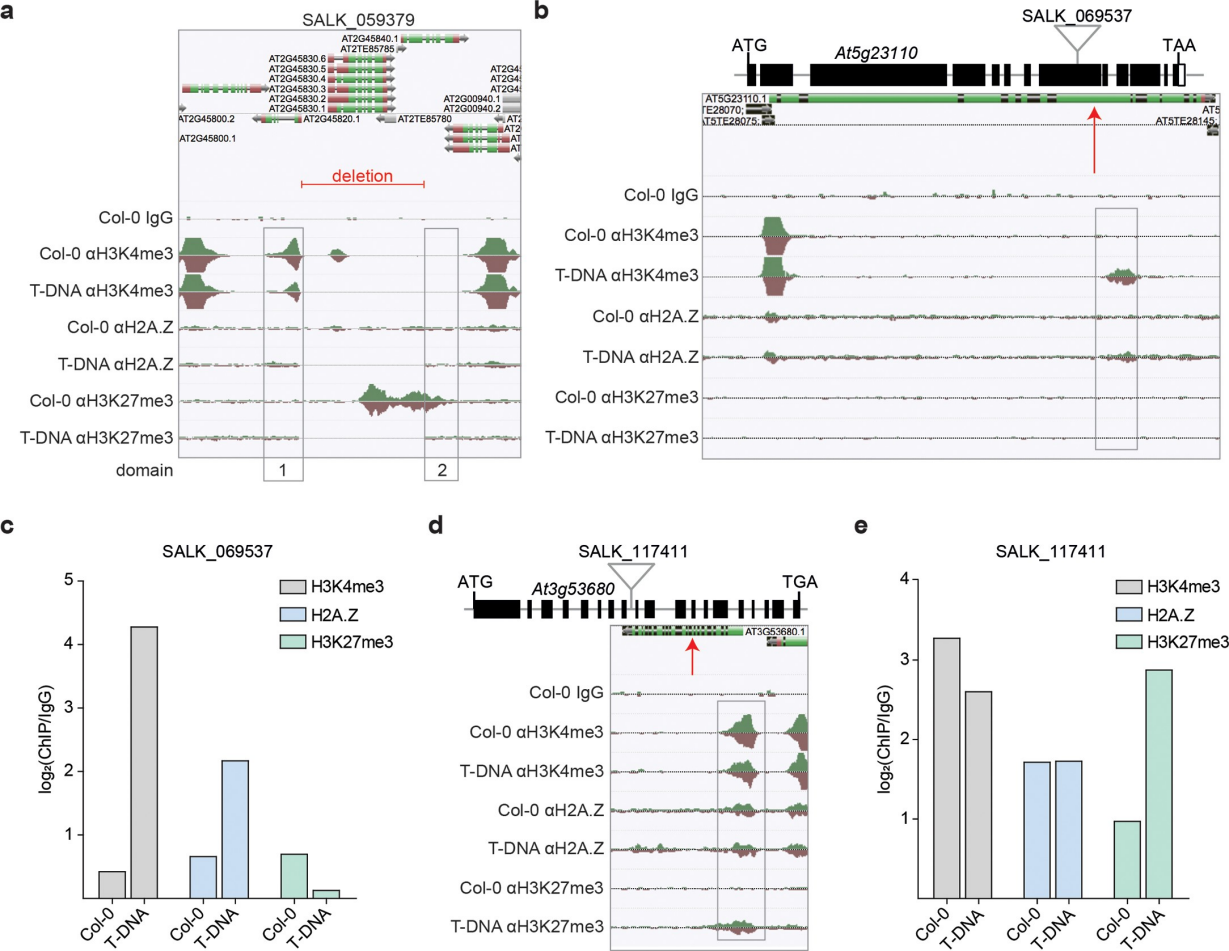
T-DNA insertions alter the chromatin landscape. (a) AnnoJ genome browser visualization of ChIP-seq reads derived from H3K4me3, H2A.Z and H3K27me3 occupancy in Col-0 and SALK_059379 seedlings around the T-DNA-induced deletion on the chromosome 2. Histone domains that are adjacent to the T-DNA deletion are indicated as domain 1 and 2. (b) Annoj genome browser visualization of H3K4me3, H2A.Z and H3K27me3 occupancy in Col-0 and SALK_069537 seedlings around the T-DNA insertion at *At5g23110*. Schematic illustration shows the gene structure of *At5g23110* and the approximate location of the corresponding T-DNA insertion. (c) Quantification of H3K4me3, H2A.Z and H3K27me3 around the T-DNA insertion site at *At5g23110* (SALK_069537). (d) Visualization of H3K4me3, H2A.Z and H3K27me3 occupancy in Col-0 and SALK_117411 seedlings indicates *de novo* trimethylation of H3K27 around the T-DNA insertion in *At3g53680*. Scheme of gene structure of *At3g53680* shows the approximate location of the T-DNA insertion into the genome of SALK_117411 plants. (b) Levels of H3K4me3, H2A.Z and H3K27me3 around the T-DNA insertion at *At3g53680* in SALK_117411 seedlings are shown. A red arrow marks the approximate location of the T-DNA integration site in the Annoj genome browser screenshots. The respective occupancies were identified with ChIP-seq and all shown AnnoJ genome browser tracks were normalized to the respective sequencing depth. The Col-0 IgG track serves as a control. The occupancy of the respective domains was calculated as the ratio between the respective ChIP-seq sample and the Col-0 IgG control.

For SAIL_232, we began analysis of the chromatin environment at the Col-3 specific large inversion on chromosome 1. The most profound impact at the flanking sites was found on the level of H3K27me3, where a large H3K27me3 domain, that spans *At1g32420* and *At1g32430* in Col-0 seedlings, was split and yet still maintained at the new inverted chromosomal positions in Col-3 (S5D and S5E Fig). As a result, we discovered a new H3K27me3 domain (domain 2) adjacent to *At1g33700* that is likely caused by spreading of H3K27me3 from *At1g32420* into the inverted genomic region (S5D and S5E Fig). In contrast, the H3K27me3 domain at the gene body of *At1g32430* was detached from the larger H3K27me3 domain and decreased in size compared to Col-0, possibly due to the loss of H3K27me3 reinforcement (S5D and S5E Fig). The T-DNA insertion in SAIL:chr5_15Mb occurred in the first exon of *At5g38850*, and changed the H3K4me3 pattern in this genomic area (S5F and S5G Fig). Levels of H3K4me3 were clearly lower at *At5g38850* and started to spread into the adjacent *At5g38840* gene (S5F and S5G Fig).

To further our understanding of how the insertion of T-DNA affects the adjacent chromatin environment, we expanded our analysis to include eight additional T-DNA integration events (http://neomorph.salk.edu/T-DNA_ChIP.php), previously discovered in five T-DNA lines (SALK_061267, SALK_017723, SALK_069537, 50B_HR80 and SALK_117411) (S8 Table). Initially, we focused on two single exon genes: *At1g32640* (SALK_061267) and *At5g11930* (SALK_017723). In Col-0 WT *At1g32640* carries H3K4me3 and H2A.Z over the entire gene body whereas levels of H3K27me3 were comparably low (S5H and S5I Fig). The T-DNA insertion at *At1g32640* disrupts the H3K4me3 domain, leading to an overall reduction, and also disrupts the H2A.Z domain resulting in a clear increase, where especially the first domain shows a 3-fold increase (S5H and S5I Fig). At an additional T-DNA insertion site, 865 bp outside of the gene body of *At1g23910*, we observed a decrease in all three gene-body localized marks (S5J and S5K Fig). We discovered an even stronger impact at *At5g11930* in SALK_017723 where the gene body T-DNA insertion caused a complete loss all three profiled histone modifications/variants (S6A and S6B Fig).

Next, we analyzed T-DNA insertions in multi-exon genes. Contrary to *At1g32640* and *At5g11930* where H3K4me3 and H2A.Z can be detected over the entire gene body in Col-0 seedlings (S5H Fig, S6A Fig), chromatin marks are restricted to the +1 and +2 nucleosome region at *At5g23110* (SALK_069537) (Fig 4B). Strikingly, SALK_069537 seedlings display a new H3K4me3 and H2A.Z domain downstream of the T-DNA insertion in *At5g23110* which is not present in Col-0 seedlings (Fig 4B and 4C). This is the first evidence of a T-DNA-induced *de novo* tri-methylation of H3K4 and incorporation of H2A.Z in the host genome.

In order to examine whether this pattern was specific to *At5g23110*, we inspected another T-DNA line with a T-DNA insertion in *At3g57300*, another large multi-exon gene (S6C and S6D Fig). This 50B_HR80 T-DNA line is derived from a T-DNA mutant-based screen for defects in homologous recombination [42]. Similar to SALK_061267, 50B_HR80 also shows the *de novo* H3K4 trimethylation and H2A.Z incorporation adjacent to the T-DNA insertion site (S6C and S6D Fig), suggesting that a more general mechanism may takes place at T-DNA insertions within larger genes.

In addition, we also found evidence of *de novo* trimethylation of H3K27 next to a T-DNA insertion site in the gene body of *At3g53680* in SALK_117411 seedlings (Fig 4D and 4E). This new H3K27me3 domain expands into the promoter region of *At3g53680* and affects H3K4me3 and H2A.Z only slightly (Fig 4D and 4E). SALK_117411 carries another T-DNA in the 3’UTR of *At1g01700* which has a very selective impact on the chromatin environment at *At1g01700* reducing only H3K27me3 whereas H3K4me3 and H2A.Z remained unaffected (S6E and S6F Fig). Another 3’UTR-located T-DNA insertion in *At3g46650* (S6G Fig) also impacted the adjacent chromatin in SALK_069537 but this time H3K4me3 and H2A.Z and not H3K27me3 were profoundly affected (S6G and S6H Fig). Taken together, our ChIP-seq assays clearly demonstrate that T-DNA integration affects the local chromatin environment at the site of insertion.

## Discussion

During the process of Agrobacterium transformation, T-DNA can insert itself into the plant genome at random or induced (e.g. through nuclease activity) sites of chromosomal double-strand breaks, utilizing host DNA repair mechanisms. The ideal transgene delivery system would result in the gene of interest being integrated as a single functional copy. Unfortunately, the majority of T-DNA transformed plants deviate from this ideal (reviewed by Gelvin [5]), containing only partially integrated or concatenated T-DNA fragments that often are not expressed (silenced) (e.g. Gelvin [10], Peach and Velten [43]). Additionally, the genome structure at sites of T-DNA insertion or the structure of the T-DNA insertion itself can induce epigenetic alterations with detrimental effects on transgene function. To better understand these effects, short-read sequencing technologies have been deployed in the past [44]. Unfortunately, the repetitiveness of concatenated T-DNAs (carrying transgene sequences) and vector backbone insertions [13] has hampered efforts to fully appreciate the complexity of these events and their impact on the plant genome and epigenome.

Using a combination of long-read sequencing and DNA visualizing tools, we identified and analyzed perturbations to the genome structure of four randomly selected transgenic, floral dip transformed *Arabidopsis thaliana* (Columbia accession) T-DNA insertion lines from three of the most widely utilized plant mutant collections (SALK, SAIL, WISC). Optical genome physical maps (BNG) created from single DNA molecules with an average size of up to 288 kb were critical to unveil both the size and structure of genomic transgene insertions which ranged in size up to 236 kb in length. Using nanopore long-read DNA sequencing technology (ONT) we were subsequently able to assemble contigs up to chromosome arm length, which closed 83% of non-centromeric (26% of all) misassemblies within the gold-standard reference genome TAIR10 [36]. Sequence contigs for the two transgenic lines (SAIL_232 and SALK_059379) captured up to 39 kb of assembled T-DNA insertion sequence and revealed the complexity of *Agrobacterium-*mediated transgene insertions. Less repetitive rearrangements, like the SAIL-specific 512 kb inversion on chromosome 1, were perfectly captured within single chromosome arm spanning contigs. Although ONT long read sequences were not sufficient to provide complete contiguity of the highly repetitive T-DNA insertions, BNG maps preserved contiguity over all insertions and rearrangements, and thus provided absolute proof for these events—in contrast to methods such as split-read mapping of short Illumina reads [44].

We hypothesize that in many cases the final T-DNA insertion derives from two independent T-DNA insertions at each end of the genomic breakpoint, subsequent connection into the observed long T-DNA concatemers, and possible interaction among the many resulting homologous regions. Previously, these long repetitive segments were attributed to the floral dip transformation method used for Arabidopsis [22]. Long homologous stretches between the independently inserted T-DNA/vector backbone concatemers represent inverted repeats which can lead to hairpin formation, which stalls the recombination fork and excision during DNA repair [45]. 

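In the deposited pROK2 sequence (12883 bp), the T-DNA runs from the left border repeat at 6113 to 6137 bp to the right border repeat at 10406 to 10430 bp. The longest identical run between both NOSt copies is 261 bases, at 6777 to 7037 bp and 8607 to 8867 bp. The copies have the same orientation, and their starts are 1830 bp apart. The run begins with CCCGATCTAGTAACATAGATGACAC and ends with TGCCAAATGTTTGAACGATCGGGGA, has a GC content of 35.6% compared with 49.9% for the T-DNA, and occurs at 2 places in pROK2. The sequence between the copies holds the CaMV 35S promoter. The same 261 bases are also present in the pCSA110 plasmid (7541 bp), on the minus strand at 7028 to 7288 bp, between GUS and the right border.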

We identified a single chimeric vector/vector insertion (SALK:chr2_15Mb) that most likely occurred through homology-dependent recombination of the two identical NOSt sequences in the T-DNA vector (pROK2:6778–7038 bp and 8607–8867 bp). While internal breakpoints and the scrambled insertion pattern that we observed are in support of this, we have no data to confirm whether this happened before, during, or after integration (Fig 1, Fig 2, S3 Fig). Further experiments are necessary to characterize the mechanism of T-DNA strand concatenation, the role of floral dip, and whether internal rearrangements and excisions occur during the insertion process or at later meiotic stages.

The relationship between *Agrobacterium*-mediated T-DNA integration and the host epigenome are largely uncharted territory. Reports and anecdotal experiences suggested silencing of the kanamycin antibiotic resistance *nptII* marker gene in a large number of SALK lines [4]. In contrast, silencing of the SAIL line inherent herbicide tolerance *bar* gene has not been reported. Our analyses revealed distinct epigenomic features for the two phenotypically indistinct transgenic lines; both transgenes are targeted for siRNA-level silencing. For pROK2, the siRNAs have progressed to the RdDM phase, and are targeting the entire transgene for methylation and functional shut-down of the resistance gene. It appears that the antibiotic resistance marker *nptII* is undergoing a mixture of expression-dependent silencing and conventional Pol IV-RdDM. It lacks heavy 24mers at the promoter and makes 21-22mers within the coding region. These even levels of 21–22 and 24nt siRNAs further suggest that the *nptII* gene is transcribed at least at some level but degraded very efficiently and targeted for RdDM. This transgene is a heavy target of some type of RdDM (equal levels of CHH and CG) and produces no steady state mRNA, confirming the antibiotic sensitive phenotype.

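Per kb, the nptII coding region held 1380 reads of 24 nt and 3547 reads of 21 and 22 nt together. The stretch upstream of it that holds NOSp (359 nt) held 1003 reads of 24 nt per kb and 1359 of 21 and 22 nt. Both densities were lower on the promoter stretch. Counting identical reads once changed the order. The promoter stretch then held 315 reads of 24 nt per kb (95% interval 259 to 378) and 526 of 21 and 22 nt (454 to 607). On nptII the values were 242 (209 to 278) and 452 (406 to 501). The intervals overlapped for both, but overlap of separate intervals does not show that the densities were equal. No interval of their ratio was computed.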

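Of the 4176 reads of 21 to 24 nt on nptII, 2820 had 21 or 22 nt (67.5%, 95% interval 66.1 to 68.9), and the share of 24 nt was 26.3% (24.9 to 27.6). Without the reads at the most frequent 5′ end, the share on nptII was 62.9% for 21 and 22 nt and 30.1% for 24 nt. With reads of the same start, end and strand counted once, it was 55.4% and 29.6%.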

For pCSA110, besides the Lat52 promoter, the *bar* transcript is targeted by RNAi, likely RDR6-dependent since 21mers are derived from both strands. 

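Of the 244 reads of 21 nt on bar, 167 were on the coding strand and 77 on the opposite strand, a sense share of 68.4% (95% interval 62.2 to 74.2). Without the reads at the most frequent 5′ end the share was 65.3%. On the promoter stretch, 284 reads of 21 nt were on the strand of bar and 67 on the opposite strand, a sense share of 80.9% (76.4 to 84.9). With identical reads counted once, the sense share on the promoter stretch was 63.5%. Sense reads of 21 nt on bar were 2.55 times (2.02 to 3.23) as frequent as the mean of those of 20 and 22 nt, so that 21 nt reads stood out in length from the sense reads beside them.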

The few observed 24nt siRNA traces are potentially degradation products from the highly expressed *bar* gene. However, the siRNAs are not successfully targeting RdDM, most likely due to absence of Pol V expression, so there is likely a reduced level of steady state mRNA, but enough to make a protein and provide the observed herbicide tolerance. It is not surprising that the pollen LAT52 promoter is heavily targeted by Pol IV-RdDM. This tomato-derived promoter is made up of retrotransposon sequences that show sufficient sequence conservation among plant species. Consequently, this promoter is always recognized and targeted by Pol IV-RdDM [46]. 

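Reads of 24 nt on bar were sense in 53 of 58 cases (91.4%, 95% interval 81.0 to 97.1), which lies above the interval of the 21 nt reads and within counting error of the 30 to 47 nt reads, of which 433 of 447 were sense (96.9%, 94.8 to 98.3). Reads of 23 nt were sense in 55 of 58 cases (94.8%). For comparison, 32.5% (26.5 to 38.9) of the 24 nt reads on the stretch that holds pLAT52 were on the strand of GUS, a share that rose to 54.2% with identical reads counted once.

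**Figure D3:**
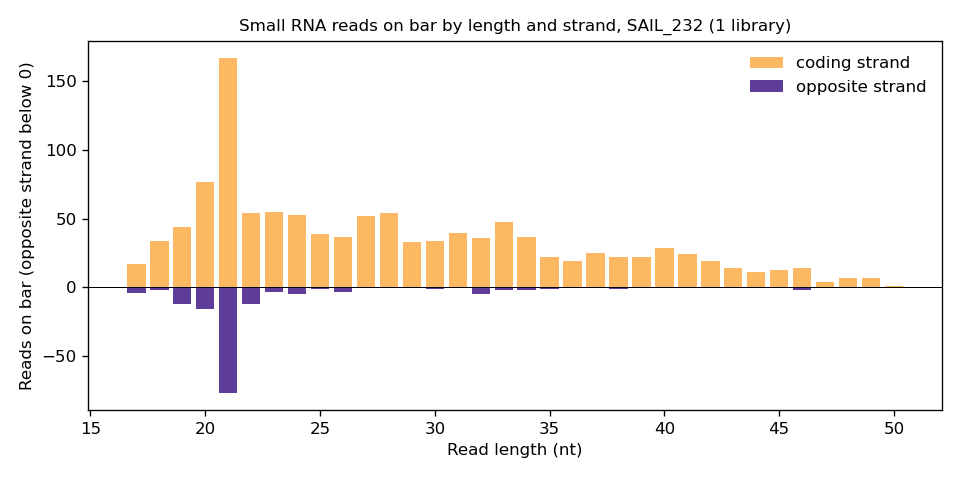
Number of SAIL_232 small RNA reads on bar at each read length in nt, with reads on the coding strand above 0 and reads on the opposite strand below it (1 library). Reads on the opposite strand concentrate at 21 nt (77 reads), whereas reads on the coding strand extend to the longest lengths.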

We were able to show that this strong promoter can override the silencing machinery to drive *GUS* expression in mature pollen.

Our ChIP-seq-based analyses of H3K4me3, H3K27me3 and H2A.Z occupancy surrounding ten T-DNA insertion sites and one deletion site revealed a strong impact of T-DNA insertions on the local chromatin environment. The most profound effects were found at T-DNA insertions in large multi-exonic genes which gave rise to completely new H3K4me3 and H2A.Z domains. It is known from other systems, like yeast or humans, that the histone variant H2A.Z and the histone modification H3K4me3 are involved in the DNA damage response, both rapidly accumulating at double strand breaks [47]. Interestingly, the T-DNA integration in SALK_069537 and 50B_80HR T-DNA lines results in only one new domain at the 3’ side of the gene, clearly arguing against a DNA damage response scenario and suggesting that the direction of transcription spatially determines the T-DNA insertion-facilitated *de novo* histone domain formation. Moreover, we also discovered a T-DNA insertion-induced *de novo* trimethylation of H3K27 spanning from the site of insertion into the promoter. The asymmetric shape of the domain with its gradual increase towards the promoter suggests that it is caused by the *de novo* recruitment of PRC2 and/or the blocking of H3K27me3 demethylases such as REF6 [40] in that region, rather than by PRC2-mediated spreading of H3K27me3 from the T-DNA. Our chromatin study identified a highly diverse and complex impact of T-DNA insertions on the adjacent chromatin environment. Future studies will need to be conducted to analyze how T-DNA insertions shape the local host epigenome.

Its small genome size and the widespread utilization of the T-DNA mutant collections made *Arabidopsis thaliana* an ideal organism to study the structural and transgenerational effects of transgene insertions. Our findings pave the way for structural genomic studies of transgenic crop plants and provide insights into the effects of transgene insertions on the epigenetic landscape.

## Material and methods

### Plant material

Seeds were ordered from ABRC (https://abrc.osu.edu): SALK_059379 (segregant and homozygous lines), SALK_075892, SAIL_232 (seg.), SAIL_59 (seg.), SAIL_107 (seg.), WiscDsLox_449D11 (seg.), SALK_061267, SALK_017723, SALK_069537 and SALK_117411. 50B_HR80 seeds were kindly provided from Susan M. Gasser. Plants were grown in a 20°C growth room with 13h light/11h dark cycles in peat-based soil supplemented with nutrients, and collected approximately three weeks after bolting. Growth conditions for plant material that was used for ChIP-seq is listed in S8 Table.

### Testing selection markers

#### Kanamycin resistant lines- SALK and Wisc

MS/MES media was prepared (1L NP H2O, 2.2g MS, 0.5g MES, pH5.7) and autoclave sterilized. Kanamycin (50ug/mL) was added to half of the media, and plates with and without the antibiotic were poured. Seeds from the lines SALK_059379 (homozygous), SAIL_232, WiscDsLox_449D11, and Col-0 CS70000 control were sterilized and spotted on the plates, which were placed in the same growth conditions as the plant material in soil. Survival rates were measured 5 days after seeds were spotted and growth was observed for further 14 days.

#### Finale *resistant lines- SAIL*

One planting tray each of Col-0 (control) and SAIL_232 were grown in soil as outlined in *Plant Material*. Plants were sprayed with *Finale* at three different concentrations (5mg/L, 10mg/L, 20mg/L) at 5, 14, and 21 days after germination [33, 34].

#### GUS reporter staining- SALK and SAIL

Leaf and flower tissue was submerged in 1.5mL staining buffer (0.5mM ferrocyanide, 0.5mM ferricyanide, 0.5% Triton, 1mg/mL X-Gluc, 100mM Sodium Phosphate Buffer pH 7) and incubated at 37°C overnight. A light microscope was used to visualize the staining at 10x magnification for the leaves and 4x for the flowers.

### ONT library prep and sequencing

5g of flash-frozen leaf tissue, pooled from the segregant seed stocks, was ground in liquid nitrogen and extracted with 20mL CTAB/Carlson lysis buffer (100mM Tris-HCl, 2% CTAB, 1.4M NaCl, 20mM EDTA, pH 8.0) containing 20μg/mL proteinase K for 20 minutes at 55°C. To purify the DNA, 0.5x volume chloroform was added, mixed by inversion, and centrifuged for 30 minutes at 3000 RCF. Purification was followed by a 1x volume 1:1 phenol: [24:1 chloroform:isoamyl alcohol] extraction. The DNA was further purified by ethanol precipitation (1/10 volume 3M sodium acetate pH 5.3, 2.5 volumes 100% ethanol) for 30 minutes on ice. The resulting pellet was washed with freshly-prepared ice-cold 70% ethanol, dried, and resuspended in 350μL 1x TE buffer (10mM Tris-HCl, 1mM EDTA, pH 8.0) with 5μL RNase A (Qiagen, Hilden) at 37°C for 30 minutes, then at 4°C overnight. The RNase A was removed by double extraction with 24:1 chloroform:isoamyl alcohol, centrifuging at 22,600x*g* for 20 minutes at 4°C each time to pellet. An ethanol precipitation was performed as before for 3 hours at 4°C, washed, and resuspended overnight in 350μL 1x TE buffer. The genomic DNA samples were purified with the Zymogen Genomic DNA Clean and Concentrator-10 column (Zymo Research, Irvine). The purified DNA was prepared for sequencing with the Ligation Sequencing Kit 1D (SQK-LSK108, ONT, Oxford, UK) sequencing kit protocol. Briefly, approximately 2 μg of purified DNA was repaired with NEBNext FFPE Repair Mix for 60 min at 20°C. The DNA was purified with 0.5X Ampure XP beads (Beckman Coulter, Brea). The repaired DNA was End Prepped with NEBNExt Ultra II End-repair/dA tail module and purified with 0.5X Ampure XP beads. Adapter mix (ONT, Oxford, UK) was added to the purified DNA along with Blunt/TA Ligase Master Mix (NEB) and incubated at 20°C for 30 min followed by 10 min at 65°C. Ampure XP beads and ABB wash buffer (ONT, Oxford, UK) were used to purify the library molecules, which were recovered in Elution buffer (ONT, Oxford, UK). The purified library was combined with RBF (ONT, Oxford, UK) and Library Loading Beads (ONT, Oxford, UK) and loaded onto a primed R9.4 Spot-On Flow cell. Sequencing was performed with an ONT MinION Mk1B sequencer running for 48 hrs at the end of 2016. Resulting FAST5 (HDF5) files were base-called using the ONT Albacore software (0.8.4) for the SQK-LSK108 library type.

### Sequence extraction, assembly, consensus and correction

Raw ONT reads (fastq) were extracted from base-called FAST5 files using poretools [48]. Overlaps were generated using minimap [49] with the recommended parameters (-Sw5 -L100 -m0). Genome assembly graphs (GFA) were generated using miniasm [49]. Unitig sequences were extracted from GFA files. Three rounds of consensus correction was performed using Racon [28] based on minimap overlaps, and the resulting assembly was polished using Illumina PCR-free 2x250 bp reads mapped with bwa [50] and pilon [29]. Genome statistics were generated using QUAST [51].

The ONT reads were also assembled with the CANU assembler [52]. However, the minimap/miniasm assemblies were of higher contiguity and resolved longer stretches of the T-DNA insertions. In addition, the minimap/miniasm assemblies were computed within 4–6 hours, while the CANU assemblies took between one (Col-0) and four weeks (SAIL). We hypothesize that the SAIL lines inherently complex repeat structure caused the long compute time, while the reference Col-0 required only the expected time of one week. Also, we hypothesize that minimap/miniasm resolved the T-DNA structures more fully due to the fact it does not have a read correction step, which could lead to the collapsing of highly repetitive yet distinct T-DNA insertions.

### Identification of individual T-DNA matching reads and annotation

Reads obtained via ONT sequencing were imported into Geneious R10 [53], along with the pROK2, and pCSA110 plasmid sequences. BLAST databases, were created for the complete set of SALK_059379 and SAIL_232 ONT reads, and their respective plasmid sequences were BLASTn searched against these databases. Reads with hits on the plasmid sequences were extracted, and BLASTn searched against the TAIR10 reference. NCBI megaBLAST [54] and Geneious ‘map to reference’ functions were used to annotate regions on each read corresponding to either TAIR10 or the plasmid sequence. The chromosomal regions were compared to the regions identified by T-DNA seq and BNG mapping to verify and refine T-DNA insertion start and stop coordinates.

### BNG optical genome mapping

High molecular weight (HMW) DNA for BNG mapping and ONT sequencing was extracted as outlined in Kawakatsu [55]. Briefly, up to 5g of fresh mixed leaf and flower tissue (excluding chlorotic leaves and stems) pooled from the segregant seed stocks were homogenized in 50mL nuclei isolation buffer. Nuclei were separated from debris using a Percoll layer. Extracted nuclei were subsequently embedded in low melting agarose plugs and exposed to lysis buffer overnight. DNA was released by digesting the agarose with Agarase enzyme (Thermo Fisher Scientific).

HMW DNA was nicked with the enzyme Nt.BspQI (New England Biolabs, Ipswich, MA), fluorescently labeled, repaired and stained overnight following the Bionano Genomics nick-labeling protocol and accompanying reagents (Bionano Genomics, San Diego, CA) [56]. Each *Arabidopsis* T-DNA insertion line was run for up to 120 cycles on a single flow cell on the Irys platform (Bionano Genomics, San Diego, CA). Collected data was filtered (SNR = 2.75; min length 100kb) using IrysView 2.5.1 software, and assembled using default “small” parameters. Average molecule length for assembly varied between 201 kb and 288 kb, and resulted in BNG map N50 0.97 to 1.03 Mb. Derived assembled maps were anchored to converted TAIR10 chromosomes using the RefAligner tool and standardized parameters (-maxthreads 32 -output-veto-filter _intervals.txt$ -res 2.9 -FP 0.6 -FN 0.06 -sf 0.20 -sd 0.0 -sr 0.01 -extend 1 -outlier 0.0001 -endoutlier 0.01 -PVendoutlier -deltaX 12 -deltaY 12 -xmapchim 12 -hashgen 5 7 2.4 1.5 0.05 5.0 1 1 1 -hash -hashdelta 50 -mres 1e-3 -hashMultiMatch 100 -insertThreads 4 -nosplit 2 -biaswt 0 -T 1e-10 -S -1000 -indel -PVres 2 -rres 0.9 -MaxSE 0.5 -HSDrange 1.0 -outlierBC -xmapUnique 12 -AlignRes 2 -outlierExtend 12 24 -Kmax 12 -f -maxmem 128 -stdout -stderr). We utilized the resulting *.xmap, *_q.cmap and *_r.cmap files in the structomeIndel.py script (https://github.com/RyanONeil/structome) to identify T-DNA insertion locations and sizes. We used this script to further determine misassemblies in the ONT genome assemblies. Known Col-0 mis-assemblies [55] were subtracted from the list of derived locations.

### Aligning contigs to TAIR10

We aligned ONT contigs to the TAIR10 reference using the Bionano Genomics RefAligner as above (S3 Table). ONT contigs were in silico digested with Nt.BspQI and used as template in RefAligner. The alignment output was manually derived from the .xmap output file.

### Genotyping of structural genome variations

Primer3 was used to create oligos (S5 Table) for each insertion identified in the SALK_059379 and SAIL_232 lines. The forward primers correspond to the chromosome sequence ~500bp before the insertion start site, and the reverse to the plasmid sequence ~500bp after the insertion start site. A second set of reverse primers corresponding to the original WT chromosome ~1kb after the original forward primers. Individuals and pooled tissue from SALK_059379, SAIL_232, SAIL_59, SAIL_107 and Col_0 CS7000 DNA was extracted using Qiagen DNeasy Plant Mini kit (following the protocol) and genotyped using these primers, with Col-0 as the negative control.

### Bisulfite sequencing

DNA was extracted using the DNeasy Plant Mini Kit (Qiagen, Hilden, D) according to the manufacturer’s protocol from segregant plant pools, and quantified using the Qubit dsDNA BR assay kit. Illumina sequencing library preparation and bisulfite conversion was conducted as described in Kawakatsu [55]. Briefly, DNA was End Repaired using the End-It kit (Epicentre, Madison, WI), A-tailed using dA-Tailing buffer and 3μL Klenow (3’ to 5’ exo minus) (NEB, Ipswich, MA) and Truseq Indexed Adapters (Illumina, San Diego, CA) were ligated overnight. Bead purified DNA was quantified using the Qubit dsDNA BR assay kit, and stored at -20°C. At least 450ng of adapter ligated DNA was taken into bisulfite conversion which was performed according to the protocol provided with the MethylCode Bisulfite Conversion kit (Thermo Fisher, Waltham, MA). Cleaned, converted single stranded DNA was amplified by PCR using the KAPA U+ 2x Readymix (Roche Holding AG, Basel, CH): 2 min at 95°C, 30 sec at 98°C [15 sec at 98°C, 30 sec at 60°C, and 4 min at 72°C] x 9, 10 min at 72°C, hold at 4°C. After amplification, the DNA was bead purified, the concentration was assessed using the Qubit dsDNA BR assay kit, and the samples were stored at -20°C. WGBS library was sequenced as part of a large multiplexed pool paired-end 150 bp on an Illumina HiSeq 4000.

### RNA libraries

RNA extractions performed using the RNeasy Plant Mini Kit (Qiagen, Hilden, D) from segregant plant pools. RNA-seq libraries were prepared manually (SAIL_232) as described in Kawakatsu [55] or using the Illumina NeoPrep Library Prep System (SALK_059379) (Illumina, San Diego, CA), following the NeoPrep control software protocol. The completed libraries were quantified using the Qubit dsDNA HS assay kit and stored at -20°C. SALK_059379 was sequenced in duplicate as single end 150 bp in a multiplexed pool on two lanes of an Illumina HiSeq 2500. SAIL_232 was sequenced as part of a large multiplexed pool paired-end 150 bp on an Illumina HiSeq 4000.

### Small RNA libraries

We have extracted small RNA according to the protocol described in Vandivier [57] with modifications to the RNA extraction and size selection steps. In brief, 300mg flash-frozen leaf tissue from segregant plant pools was ground in liquid nitrogen and extracted with 700μL QIAzol lysis reagent (Qiagen, Hilden, D). The RNA was separated from the lysate using QIAshredder columns (Qiagen, Hilden, D) and purified with a ⅕ volume 24:1 chloroform:isoamyl alcohol (Sigma-Aldrich, St. Louis, MO) extraction followed by a 1mL wash of the aqueous phase with 100% ethanol. The RNA was further purified using miRNeasy columns (Qiagen, Hilden, D) with two 82μL DEPC-treated water washes. 37μL DNase was added to the flow-through and incubated at RT for 25 minutes. The DNase-treated RNA was precipitated with 20μL 3M sodium acetate (pH 5.5) and 750μL 100% ethanol overnight at -80°C. The pellet was washed with 750μL ice-cold 80% ethanol and resuspended in a 12:1 DEPC-treated water:RNase OUT Recombinant Ribonuclease Inhibitor (Thermo Fisher, Waltham, MA) mixture on ice for 30 minutes and quantified (Qubit RNA HS assay kit).

Size selection and library prep were conducted exactly as described in Vandivier [57]. The RNA from 15-35bp was cut out of the gel and purified. Small RNA libraries were sequenced in duplicate as single end 150 bp in a multiplexed pool on two lanes of an Illumina HiSeq 2500.

### Short read analysis

RNA-seq and small RNA Illumina reads were adapter trimmed and mapped against the junction sequences as well as the corresponding plasmid sequences, using Bowtie2 and Geneious aligner (Geneious R10.2.3; custom sensitivity, iterate up to 5 times, zero mismatches or gaps per read, word length 14) at highest stringency. RNA-seq reads were mapped against AtACT1 as control, and found this gene expressed. RNA-seq reads were mapped against Pol V AT2G40030 as control, and found this gene not expressed. Resulting reads were extracted and re-mapped against the TAIR10 reference genome to ensure that no off-target reads mapped to the plasmid sequences. Because we analyzed various genomic insertions against a single reference, we did not normalize read mapping.

The MethylC-Seq data (paired-end) reads in FastQ format and the second pair reads were converted to their reverse complementary strand nucleotides. Then reads were aligned to the *Arabidopsis thaliana* reference genome (Araport 11) and pCSA110/pROK2 genome. The Chloroplast genome was used for quality control (< 0.35% non-conversion rate). After mapping, overlapping bases in the paired-end reads were trimmed. The base calls per reference position on each strand were used to identify methylated cytosines at 1% FDR.

### ChIP-seq assays and analysis

ChIP-seq experiments were performed as previously described [58] using antibodies against H3K4me3 (04–745, EMD Millipore), H2A.Z (39647, Active Motif) and H3K27me3 (39156, Active Motif). Incubation with mouse IgG (015-000-003, Jackson ImmunoResearch) served as our negative control. ChIP DNA was used to generate sequencing libraries following the manufacturer’s instructions (Illumina). Libraries were sequenced on the Illumina HiSeq2500 and HiSeq4000. Sequencing reads were aligned to the TAIR10 genome assembly using Bowtie2 [59]. Histone domains next to the T-DNA insertion events were identified with SICER [60]. The bigWigAverageOverBed tool executable from the UCSC genome browser [61] was used to quantify the occupancy of H3K4me3, H2A.Z and H3K27me3 next to T-DNA integration sites. The TAIR10 reference domain coordinates can be found in S9 Table.

### Data availability

Raw ONT sequencing data was deposited in the European Nucleotide Archive (ENA) under project PRJEB23977 (ERP105765). Final polished assemblies were deposited in the ENA Genome Assembly Database PRJEB23977. Raw BNG molecules and assembled maps are deposited under NCBI BioProject PRJNA387199. Short-read datasets are deposited under GEO accession GSE108401.

## Supporting information

S1 Table Bionano Genomics and Oxford Nanopore Technologies (ONT) sequencing and assembly statistics. (XLSX) Click here for additional data file.

S2 Table Genome alignment of ONT assembled contigs against TAIR10 using the Bionano Genomics RefAligner algorithm. (XLSX) Click here for additional data file.

S3 Table Identification of 'N' regions in the TAIR10 reference genome and the corresponding Col-0 ONT contigs. (XLSX) Click here for additional data file.

S4 Table BNG maps identify misassembled regions in ONT contigs as 'False Duplications' or 'False Deletions'. (XLSX) Click here for additional data file.

S5 Table List and analysis of genomic T-DNA insertion sites. (XLSX) Click here for additional data file.

S6 Table Analysis of methylated cytosines on the pCSA110 plasmid for SAIL_232. (XLSX) Click here for additional data file.

S7 Table Analysis of methylated cytosines on the pROK2 plasmid for SALK_059379. (XLSX) Click here for additional data file.

S8 Table Experimental information for conducted ChIP experiments in T-DNA and WT Arabidopsis lines. (XLSX) Click here for additional data file.

S9 Table TAIR10 reference histone domain coordinates. (XLSX) Click here for additional data file.

S10 Table PCR oligo sequences used for genotyping T-DNA inserts. (XLSX) Click here for additional data file.

S1 Fig Alignment of *de novo* assembled ONT contigs for Col-0 (CS70000) and the transgenic lines SALK_059379 and SAIL_232 relative to the reference TAIR10. Uninterrupted colored blocks indicate contig length, black bars indicate the start and end of contigs, black boxes indicate centromere gaps. Arrowheads represent T-DNA insertion sites; orange lines and boxes indicate sites of translocations. Drawn to scale for each chromosome individually.
(TIF) Click here for additional data file.

S2 Fig Background inversion in SAIL lines derived from Col-3. Two additional SAIL lines were chosen at random and genotyped along with SAIL_232. The primers were designed to amplify 1000bp spanning the junction between the genomic and inverted DNA sequence (based on *de novo* reads from ONT sequencing). The inversion on chromosome 1 was seen in all SAIL lines tested, unlike the other chromosomal architecture disruptions found. Thus, it can be concluded that this inversion is part of the Col-3 background from which SAIL lines are derived. The bands at 1500bp in the SAIL_107 and SAIL_59 lines are off-target amplification products.
(TIF) Click here for additional data file.

S3 Fig Model for microhomology dependent excision of T-DNA/genome fragments. (a) A double strand chromosome break leads to (b) two multi-copy T-DNA strand insertions in opposing directions. The exact structure and length of the inserted sequence is unknown, as indicated by question marks. (c) SALK_chr2:18Mb insertion features two individual double strand breaks, around 5 kb apart. High homology between the T-DNA strands as well as the hairpin forming original DNA piece created a secondary structure (d), that was potentially excised (e) and resulted in the deletion of the ~5kb chromosomal fragment, as shown in main text Fig 2. Arrowheads on the red T-DNA strand show direction. The blue line represents double stranded DNA.
(TIF) Click here for additional data file.

S4 Fig ONT reads identify insertions with lower allele frequency that are not part of assembled contigs. We applied blastn searches of all unassembled ONT reads against the utilized vector sequence, and subsequently the TAIR10 reference genome. This identified reads such as the depicted, that confirm insertion events (like SALK_059379 on Chr 4 at 10.4 Mb) not present in the assembly or BNG maps. Our blastn strategy identified chromosomal sequence (yellow), and individual alignments with the pROK plasmid sequence revealed T-strand (blue) and vector backbone (green) sequence. The pink plasmid sequence within the vector backbone shows an internal breakpoint, which was likely caused by multiple independent insertion events within the same region. Percent identity of the raw read stretch to the reference sequence are listed within the annotations.
(TIF) Click here for additional data file.

S5 Fig Variable effects of T-DNA insertions on the local chromatin environment. (a) Quantification of H3K4me3, H2A.Z and H3K27me3 at the two domains next to the T-DNA deletion in SALK_059379 is shown. (b), (c) Impact of the T-DNA integration on the local chromatin environment at *At2g36280* in SALK_059379 seedlings. Visualization (b) and quantification (c) of H3K4me3, H2A.Z and H3K27me3 occupancy around the T-DNA insertion site in Col-0 and SALK_059379 seedlings is shown as well as the schematic illustration of the gene structure of *At2g36280* (b) including the approximate localization of T-DNA insertion. (d), (e) Visualization (d) and quantification (e) of H3K4me3, H2A.Z and H3K27me3 occupancy at flanking regions of the SAIL specific WT inversion on chromosome 1. The corresponding flanking regions in Col-0 were indicated as domain 1 and 2. (f), (g), Impact of the T-DNA integration on the local chromatin environment at *At5g38850* in SAIL_232 seedlings. Visualization (f) and quantification (g) of H3K4me3, H2A.Z and H3K27me3 occupancy around the T-DNA insertion site in Col-0 and SAIL_232 seedlings is shown. Schematic illustration of the gene structure of *At5G38850* (f) indicates the approximate localization of the T-DNA insertion. (h), (i) Impact of the T-DNA integration on the local chromatin environment at *At1g32640* in SALK_061267 seedlings. Visualization (h) and quantification (i) of H3K4me3, H2A.Z and H3K27me3 occupancy around the T-DNA insertion site in Col-0 and SALK_061267 seedlings is shown as well as the schematic illustration of the gene structure of *At1g32640* (h) including the approximate localization of T-DNA insertion. (j), (k) Impact of the T-DNA integration on the local chromatin environment at *At1g23910* in SALK_061267 seedlings. Visualization (j) and quantification (k) of H3K4me3, H2A.Z and H3K27me3 occupancy around the T-DNA insertion site in Col-0 and SALK_061267 seedlings is shown. Schematic illustration of the gene structure of *At1g23910* (j) indicates the approximate localization of the T-DNA insertion. A red arrow marks the approximate location of the T-DNA integration site in the Annoj genome browser screenshots. H3K4me3, H2A.Z and H3K27me3 occupancy was profiled with ChIP-seq whereby the Col-0 IgG sample serves as a negative control. All shown AnnoJ genome browser tracks were normalized to the respective sequencing depth. The occupancy of the respective domains was calculated as the ratio between the respective ChIP-seq sample and the Col-0 IgG control.
(TIF) Click here for additional data file.

S6 Fig T-DNAs affect the local chromatin in a highly diverse manner. (a), (b) Impact of the T-DNA integration on the local chromatin environment at *At5g11930* in SALK_017723 seedlings. Visualization (a) and quantification (b) of H3K4me3, H2A.Z and H3K27me3 occupancy around the T-DNA insertion site in Col-0 and SALK_017723 seedlings is shown as well as the schematic illustration of the gene structure of *At5g11930* (a) including the approximate localization of T-DNA insertion. (c) Genome browser visualizes the T-DNA-induced *de novo* trimethylation of H3K4 and incorporation of H2A.Z at in 50B_HR80 seedlings. The new T-DNA-induced domain within the gene body of *At3g57300* is indicated as well as a schematic illustration of the gene structure of *At3g57300* including the approximate localization of the corresponding T-DNA insertion. (d) Quantification of the new H3K4me3 and H2A.Z domain within the gene body of *At3g57300* is shown. (e), (f) Impact of the T-DNA integration on the local chromatin environment at *At1g01700* in SALK_117411 seedlings. Visualization (e) and quantification (f) of H3K4me3, H2A.Z and H3K27me3 occupancy around the T-DNA insertion site in Col-0 and SALK_117411 seedlings is shown as well as the schematic illustration of the gene structure of *At1g01700* (e) including the approximate localization of T-DNA insertion. (g), (h) T-DNA integration impacts the local chromatin environment at *At3g46650* in SALK_069537 seedlings. Visualization (g) and quantification (h) of H3K4me3, H2A.Z and H3K27me3 occupancy around the T-DNA insertion site in Col-0 and SALK_069537 seedlings is shown. Schematic illustration of the gene structure of *At3g46650* (g) indicates the approximate localization of the T-DNA insertion. All ChIP-seq data was visualized with the AnnoJ genome browser. A red arrow marks the approximate location of the T-DNA integration site in the Annoj genome browser screenshots. H3K4me3, H2A.Z and H3K27me3 occupancy was profiled with ChIP-seq whereby the Col-0 IgG sample serves as a negative control. All shown AnnoJ genome browser tracks were normalized to the respective sequencing depth. The occupancy of the respective domains was calculated as the ratio between the respective ChIP-seq sample and the Col-0 IgG control.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

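The data were RNA-seq and small RNA sequencing of rosette leaves from 1 library of SALK_059379 (pROK2 T-DNA) and 1 library of SAIL_232 (pCSA110 T-DNA) for each assay, 4 libraries in all, and the sequences of both plasmids. The sample list names 39 samples. The other samples, among them the bisulfite and ChIP libraries, are not analysed here.

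The authors trimmed adapters from the reads, mapped them to the plasmid sequences with Bowtie2 and the Geneious aligner, and mapped the retained reads to TAIR10 to exclude off-target reads. Their deposited tables list mapped reads or pieces of reads by strand, start and end, without normalization. Which of these aligners made each table is not given in the sources used here. Counts of reads are therefore not in the deposited tables and were made here by counting their entries. The small RNA tables give each read once. Reads of both strands are written in the orientation of the plasmid's plus strand, as was tested on the reads without mismatches, so the strand was taken from the strand column. The RNA-seq tables give aligned pieces of reads, which were joined when they followed each other on the same strand with at most 16 bases between them and at most 130 bases in all. This rule was chosen after the tables were seen. It was tested on 2000 simulated reads, each made of 6 pieces, of which it recovered 1992 of 1992 distinct reads. All simulated reads were longer than 15 bases, whereas 3289 of the 6787 joined pCSA110 reads had 15 bases or less. The simulated gaps between pieces were also far below the 16 bases that the rule allows. Joining of very short or widely spaced pieces was therefore not tested. The simulation placed 159 reads on bar, where the table gave 4617 joined reads, so that the separation of neighbouring reads at that density, or of reads with fewer pieces, was not tested.

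Elements were located on the plasmid sequences by rules set before the data were examined. The borders were the 25 bp repeats, nptII, bar and GUS the open reading frames that begin with the named proteins, and both NOSt copies the coordinates in the paper. Each promoter was the whole stretch between the neighbouring elements, so that the stretches named for the 35S and LAT52 promoters also hold other vector sequence. A read belonged to the element that holds its midpoint. All positions count from 1. Every element that the paper names on the T-DNAs, the vector backbone and the most frequent read of 21, 22 and 24 nt in each library are reported, a rule written after Fig. 3C to 3F of the paper had been seen. The control genes that the paper names are not analysed here.

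The depth was 25606 small RNA reads on pROK2 and 3175 on pCSA110, and 114 joined RNA-seq reads on pROK2 and 6787 on pCSA110. The number of reads sequenced per library is not given in the sources used here, so no value was scaled to library size and no level was compared between lines. With 1 library per line and assay, no test between lines was made. Counts have exact Poisson 95% intervals, and shares exact Clopper-Pearson 95% intervals, which cover counting error only. For identical reads counted once, the intervals treat each distinct read as an independent count. Distinct reads measure variety and not abundance. A count of 0 allows up to 3 reads, as a one-sided limit. Elements of a library are compared through these intervals, as a description of that library. Densities per kb refer to the plasmid sequence and were not corrected for the number of inserted copies of each element.

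Read sequences were searched for exact matches in the chromosomes and organelle genomes of TAIR10.1, and no coordinates were taken from it. The search found 200 of 200 sequences taken from the genome and 0 of 200 random sequences. For phasing, the share of reads in the best register of 21 or 24 nt was compared with 10000 random rotations of the read starts. Rotating all starts together leaves the register almost unchanged, so the strands were rotated independently, and as an added comparison each pile of identical starts was placed at random. A rotation by strand still keeps the registers within each strand, so it tests only how the strands lie to each other. Against random placement, simulated reads with 50% in 1 register stood out in 100 of 100 sets, and reads with no register in 1 of 100. The simulated reads lay on 1 strand and held no pile as large as that of the most frequent read on nptII. The base at the 5′ end was compared with the other bases of the same reads.

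The alternatives were reads wholly inside an element, reads that overlap it by 1 base, identical reads counted once, element ends moved by 50 nt in either direction, removal of the most frequent 5′ end, removal of reads at more than 1 place, other denominators for shares, and removal of reads that match TAIR10.1. Alternatives added after the data were seen were exact matches only, the 1000 nt upstream of GUS, the 500 nt beside the first NOSt, and for RNA-seq the first base in place of the midpoint, pieces without joining, and reads of at least 30 bases. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, biopython 1.88 and matplotlib 3.10.9 were used.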

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

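The tests of this part were chosen after the result was seen, except the search of RNA-seq reads in the genome. Leaving out small RNA reads that match TAIR10.1 was an alternative set beforehand, and the use of these matches to test the backbone reads came later. The paper shows reads along the T-DNAs in Fig. 3C and 3D, but its text and the bars of Fig. 3E and 3F give no reads on the vector backbone or on the stretches between the named elements. With 1 library per line and no control library, signals here are above the 3 reads that a count of 0 allows.

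The pROK2 vector backbone (8565 bp outside the borders) held 11534 small RNA reads of SALK_059379, or 1347 reads per kb. This was 0.413 times the density on the T-DNA (95% interval 0.403 to 0.424). Both densities are per kb of plasmid and were not corrected for the number of inserted copies. The share of 24 nt reads among those of 21 to 24 nt was 51.9% (51.0 to 52.9), higher than the 37.9% on the T-DNA. With identical reads counted once, the shares were closer, 37.2% (35.6 to 38.8) on the backbone and 32.0% (30.5 to 33.6) on the T-DNA. Random fragments of bacterial nucleic acid would have no fixed length, but 88.5% (87.9 to 89.1) of the backbone reads had 21 to 24 nt, close to the 89.5% on the T-DNA, which argues against them. Reads of the Arabidopsis genome would match it, and 0.0173% of the backbone reads matched TAIR10.1 exactly. Because the authors had already removed reads that map to TAIR10, this share was fixed beforehand and is no test of that explanation. The paper describes vector backbone within the insertions. That siRNAs in this line may also be made from inserted backbone is a hypothesis; it was not tested, since no insertion sequences were used here. Along the backbone, windows of 250 nt held from 44 to 982 reads of 21 to 24 nt. The longest run of windows above the median, from 1001 to 3000 bp, held 2331 such reads per kb with 57.9% of 24 nt, and the longest run not above it, from 10501 to 11750 bp, held 438 per kb with 43.0% of 24 nt. The most frequent 24 nt read of the library lay on the backbone, from 2003 to 2026 bp on the plus strand, with 572 reads.

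Of the T-DNA stretches that the paper does not name, that from the left border to the first NOSt held 1642 small RNA reads of SALK_059379, and that from the second NOSt to nptII held 891. In SAIL_232, the stretch from GUS to the right border held 100 reads, and the pCSA110 backbone (361 bp) held 46. No explanation was tested for these counts.

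RNA-seq reads of SALK_059379 were found over much of pROK2. Of the 41 joined reads of at least 30 bases with plasmid sequence, 23 lay on the backbone and 18 on the T-DNA, in 17 of 26 windows of 500 nt. DNA in the library would give reads on both strands in similar numbers, but 94.9% (82.7 to 99.4) of the 39 distinct reads were on the plus strand, which argues against DNA as their source. Of the other 73 joined reads, which are mostly of 10 or 11 bases, 32 were on the plus strand, and of their 56 distinct reads 51.8% (38.0 to 65.3), so that over all 114 joined reads the plus share was 62.3% (52.7 to 71.2). For these short reads DNA stays open, since chance matches would also lie on both strands. Of the 41 reads, 0 held a stretch of 30 bases found in TAIR10.1. The authors had removed reads that map to TAIR10, and these reads were chosen for their plasmid sequence, so that the search was no test of reads of the Arabidopsis genome. RNA from inserted plasmid sequence and RNA from another source of pROK2, such as another library of the same sequencing run, remain open and were not tested.

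In SAIL_232, GUS held 249 joined RNA-seq reads. Of these, 3.21% (95% interval 1.40 to 6.23) lay on the strand opposite to the GUS coding strand, whereas most reads on bar lay opposite to its own. A library that does not keep strand would give both orientations on each gene, which these shares argue against. If reads on bar report the bar transcript, those on GUS may report transcription in the antisense direction, entering from the right border. The small RNA library bears on this, since its longer reads on bar were sense. Between GUS and the right border, 23 of 23 small RNA reads of 30 to 47 nt (100%, 85.2 to 100) were antisense to GUS, as antisense transcription of that stretch would need. Over GUS itself, 10 of 15 were (66.7%, 38.4 to 88.2), too few to tell from equal numbers on both strands, so that antisense transcription across GUS stays open. The pCSA110 backbone also held 65 joined RNA-seq reads, all of them on the plus strand.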

How the results depend on the processing

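No paired analysis was possible because each line has 1 library per assay and no test between groups was made. The alternatives of exact matches only, the 1000 nt upstream of GUS, the 500 nt beside the first NOSt, and the RNA-seq alternatives of the first base, unjoined pieces and reads of at least 30 bases were chosen after the data were seen. A share moved when it left its 95% interval under the main setting, and a count when it changed by more than 1.5 times. A strand preference reversed when its interval excluded 50% and the alternative lay on the other side.

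The 24 nt share of nptII (26.3%) stayed between 22.9% and 30.1% under all alternatives, below the lowest value of the 35S interval (31.4%), NOSp (31.7%), the first NOSt (33.0%) and the second NOSt (33.5%). With identical reads counted once, however, the interval of nptII was 26.1 to 33.3. It overlapped those of the 35S interval (29.0 to 34.0) and NOSp (26.9 to 36.9). It also overlapped those of the first NOSt (26.4 to 40.1) and the second NOSt (30.0 to 43.9). Its lower share was thus not resolved among distinct reads. These leave out abundance, so they do not show that the shares of all reads were alike. The 24 nt share of the pLAT52 interval was above that of bar under each alternative. The sense share of 21 nt and 24 nt reads on bar did not leave its interval under any of them.

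Counting reads with the same start, end and strand once, which removes repeated reads by construction, moved most values. The 21 to 24 nt reads fell to 648 on nptII and 200 on bar, and the RNA-seq reads on bar to 585. The 24 nt share became 29.6% on nptII, 31.7% on NOSp, 33.0% on the first NOSt, 36.7% on the second NOSt, 22.6% on the promoter stretch of bar and 30.0% on the pLAT52 interval. The share of 21 and 22 nt reads became 55.4% on nptII and 66.5% on bar. The density of the backbone over that of the T-DNA became 0.484 in SALK_059379 and 0.397 in SAIL_232. The best register held 8.11% of the 21 nt reads on nptII, 7.29% of its 24 nt reads, 12.9% of the 21 nt reads on bar and 8.11% of those on its promoter stretch. The share of 21 nt reads with 5′ U became 30.9% in SALK_059379 and 30.0% in SAIL_232, and that of 24 nt reads with 5′ A became 43.7% in SAIL_232.

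The strand preference reversed in 6 values. With identical reads counted once, the sense share went from 30.3% to 58.8% for 21 nt reads on nptII, from 39.1% to 58.3% for its 22 nt reads, from 44.9% to 57.8% for its 24 nt reads, and from 32.5% to 54.2% for 24 nt reads on the pLAT52 interval. Without the reads at the most frequent 5′ end it was 50.7% for 21 nt reads on nptII, and with element ends 50 nt inwards it was 52.0% for the 24 nt reads on nptII. The antisense excess of these reads therefore rests on a few frequent reads or on the ends of the element.

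With reads wholly inside an element, the 24 nt share was 23.3% on nptII and 49.1% on the second NOSt, the 21 and 22 nt share on nptII was 70.6%, and 3 RNA-seq reads remained on nptII. With element ends 50 nt inwards, the 24 nt share was 22.9% on nptII, 33.5% on NOSp and 9.71% on the promoter stretch of bar, the 21 and 22 nt share on nptII was 71.3%, and 3 RNA-seq reads remained on nptII. With element ends 50 nt outwards, the density of the backbone over that of the T-DNA in SAIL_232 was 0.493. The cause was not tested for these values.

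Without the reads at the most frequent 5′ end, the 24 nt share was 30.1% on nptII and 35.7% on the pLAT52 interval, and the 21 and 22 nt share on nptII was 62.9%. Without reads at more than 1 place, the 24 nt share of the second NOSt was 33.5%. Since the copies are identical, this alternative leaves mainly reads across the ends of NOSt and does not bear on the sequence inside it. A denominator of 15 to 47 nt adds reads by construction. With it the 24 nt share was 24.6% on nptII, 32.1% on NOSp, 34.6% on the first NOSt, 37.8% on the second NOSt, 4.47% on bar, 10.2% on the promoter stretch of bar and 24.1% on the pLAT52 interval, and the 21 and 22 nt share was 63.3% on nptII and 23.9% on bar. With a denominator of 20 to 25 nt, the 24 nt share was 10.4% on bar and 37.6% on the pLAT52 interval, and the 21 and 22 nt share was 65.0% on nptII and 55.5% on bar.

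With exact matches only, the density of the backbone over that of the T-DNA in SALK_059379 was 0.383. In the 1000 nt upstream of GUS the 24 nt share was 59.7%. With unjoined pieces, 25729 were counted on bar, and with reads of at least 30 bases 485 remained on bar and 3 on nptII. The short listed parts of reads on bar set this range, and the number of RNA-seq reads on bar is known only within it. On nptII, the RNA-seq count stayed between 3 and 7.

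For other results, which were counts and shares of single elements, 78 of 362 values moved and the 6 above reversed under the alternatives other than those chosen after the data were seen. Counting identical reads once moved 30 of them, and element ends 50 nt inwards moved 15. Leaving out reads that match TAIR10.1 moved 0 of 43.

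The depth limits the SAIL_232 results. GUS held 18 reads of 21 to 24 nt and the pCSA110 backbone 20, so that their 24 nt shares have intervals of 6.41 to 47.6% and 1.23 to 31.7%.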

Differences from the paper's values

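The paper's values are bars of Fig. 3E and 3F, read by eye. Of the 46 bars compared, 15 differed by more than 1.5 times from the counts here, and the other 31 did not.

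For the first NOSt, the paper shows about 110 reads of 21 nt and about 180 of 22 nt in Fig. 3E, and 69 and 101 were counted here. With reads assigned to every element that they overlap by 1 base, 137 and 203 were counted, within 1.5 times of the paper's bars. The other alternatives set before the data were examined remained apart from them. Under the setting that assigns overlapping reads, the 24 nt count of the first NOSt, 345, was in turn more than 1.5 times the paper's bar.

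For the 35S promoter, the paper shows about 50 reads of 15 to 20 nt, about 350 of 21 nt, about 290 of 22 nt, about 100 of 23 nt, about 600 of 24 nt and about 20 of 30 to 47 nt in Fig. 3E. On the whole stretch between both NOSt copies, 203, 933, 1057, 358, 2029 and 82 were counted. Of the alternatives set before the data were examined, counting identical reads once gave values within 1.5 times for 21 nt (352), 22 nt (407) and 24 nt (438), and none did for the other lengths. In the 500 nt beside the first NOSt, an interval chosen after seeing the values, the counts were 57, 364, 348, 109 and 644 for 15 to 24 nt, all within 1.5 times of the paper's, and 44 for 30 to 47 nt, which was not.

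For the MAS promoter, the paper shows about 27 reads of 15 to 20 nt and about 130 of 30 to 47 nt in Fig. 3F, and 50 and 86 were counted. For 15 to 20 nt, reads wholly inside (37), identical reads counted once (35) and element ends 50 nt inwards (23) came within 1.5 times. For 30 to 47 nt, reads that overlap by 1 base (135) and element ends 50 nt outwards (152) did. The other alternatives set before the data were examined did not.

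For the LAT52 promoter, the paper shows about 15 reads of 15 to 20 nt, about 9 of 21 nt, about 12 of 22 nt, about 46 of 23 nt and about 27 of 30 to 47 nt in Fig. 3F. On the whole stretch between bar and GUS, 131, 134, 96, 78 and 194 were counted. Of the alternatives set before the data were examined, only identical reads counted once came within 1.5 times, for 23 nt (49). Among those chosen after seeing the values, exact matches only did for 23 nt (64), and the 1000 nt upstream of GUS did for 23 nt (52) and for 30 to 47 nt (32), but not for 15 to 20 nt (27), 21 nt (39) or 22 nt (35).

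The paper states that 22 nt and 24 nt siRNAs target NOSp and both NOSt copies equally. On NOSp, 332 and 360 were counted, which does not differ beyond counting error. On the first NOSt, 101 and 159 were counted, and on the second 129 and 218, with intervals that did not overlap. With identical reads counted once, the numbers were 55 and 64, and 56 and 72, with intervals that overlapped. Distinct reads measure variety and not abundance, so this overlap does not show equal levels. The paper states even levels of 21 to 22 nt and 24 nt siRNAs on nptII. Here 2820 reads had 21 or 22 nt together and 1097 had 24 nt. By single length, the 1238 reads of 21 nt, 1582 of 22 nt and 1097 of 24 nt lay within 1.5 times of each other, and within 1.5 times of the paper's bars of about 1200, about 1600 and about 1100 in Fig. 3E, read by eye. The paper describes the nptII promoter as lacking heavy 24-mers. The stretch that holds NOSp had 1003 reads of 24 nt per kb compared with 1380 on nptII, but a larger share of 24 nt reads, 37.4% compared with 26.3%. When identical reads were counted once, the order of the densities reversed, with 315 per kb (259 to 378) on the stretch that holds NOSp and 242 (209 to 278) on nptII. These intervals overlapped, which does not show that the densities were equal. The paper states that the GUS reporter is targeted by 24 nt siRNAs. Its coding region held 4 reads of 24 nt, whereas the 1000 nt upstream of it held 187. The paper states that the bar gene was targeted by 21 and 22 nt siRNAs only. The coding region held 310 such reads and 58 of 24 nt, which the paper elsewhere describes as traces. It also describes bar and its promoter as lacking 24-mers, and the promoter stretch held 69. The paper names pLAT52 as the only pCSA110 element highly targeted by 24 nt siRNAs. Per kb, the stretch that holds pLAT52 had 62.1 reads of 24 nt, compared with 105 on bar and 124 on its promoter stretch, although its 24 nt share was higher, 43.2% compared with 13.6% on each. In the 1000 nt upstream of GUS, an interval chosen after seeing the values, there were 187 reads of 24 nt per kb, more than on bar and its promoter stretch, as in the paper's ranking. Of these 187 reads, 63 were copies of 1 read, and nearly all of the lead over the promoter stretch rests on it. The most frequent read of the promoter stretch was not left out for this comparison. The stretch from GUS to the right border, which the paper does not name, had a 24 nt share of 46.7%, from 28 reads.

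The paper's methods state a mapping without mismatches, and 85.7% of the SALK_059379 small RNA reads and 89.8% of the SAIL_232 reads equalled the plasmid sequence. The paper places the first NOSt at 6778 to 7038 bp. The run identical with the second copy lies at 6777 to 7037 bp of the deposited sequence, and reads were counted at the paper's coordinates.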

Other observations

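The strand test of the 24 nt reads on bar in this part was chosen after the result was seen, and the random placement of piles in the phasing tests was added after the data were seen.

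The paper proposes that 24 nt reads on bar are fragments of its transcript. If so, they should lie on the coding strand and not stand out in length. Of the 24 nt reads, 91.4% were sense. Sense reads of 24 nt on bar (53) were 1.13 times (95% interval 0.790 to 1.60) the mean of those of 23 nt (55) and 25 nt (39), so that no excess at 24 nt was detectable at this depth. Both values are what fragments of the transcript would give on bar. On the promoter stretch of bar, 32 of 69 reads of 24 nt were sense (46.4%, 34.3 to 58.8). This reading therefore covers bar only and not its promoter stretch.

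The base at the 5′ end of the reads was compared with the other bases of the same reads. Among the distinct 24 nt reads of SALK_059379, 33.0% (31.1 to 34.9) began with A, compared with 24.5% A over their other bases. Among the distinct 21 nt reads, 30.9% (28.5 to 33.3) began with U, compared with 23.3% over their other bases. In SAIL_232, 43.7% (36.2 to 51.4) of the distinct 24 nt reads began with A, compared with 28.2%. Its distinct 21 nt reads began with A in 31.9% (26.3 to 38.0), compared with 22.3%, and with U in 30.0% (24.4 to 36.0), compared with 23.9%. With every read counted, U led among its 21 nt reads, with 39.5% (35.9 to 43.1), compared with 26.1%, whereas A had 28.9% (25.7 to 32.3), compared with 23.9%. Which of these bases leads in that library thus depends on the counting. In SALK_059379, counting every read gave 33.5% (32.5 to 34.4) A at 24 nt, compared with 27.2%, and 40.0% (38.5 to 41.4) U at 21 nt, compared with 19.9%. The shares in SALK_059379 are consistent with a preference for A at 24 nt and for U at 21 nt. An effect of adapter ligation on the 5′ base was not tested.

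Phased processing would place reads in steps of 21 or 24 nt. Random rotations of each strand gave a best register as large as the observed one in 46.1% of cases for 21 nt reads on nptII, 32.4% for its 24 nt reads, 11.0% for 21 nt reads on bar and 80.5% for those on the promoter stretch of bar. Because a rotation keeps the registers within each strand, these values decide nothing by themselves. For the 21 nt reads on nptII, the best register held 41.3% (38.5 to 44.1) of the reads. Of random placements of the piles, 75.9% gave a register as large. Of the 511 reads in this register, 498 were copies of 1 read, which were moved as 1 pile. Every placement therefore kept a register nearly that large, and this value decides nothing by itself. With distinct reads the best register held 8.11% (4.26 to 13.7), and 72.3% of placements were as large. For the 24 nt reads on nptII it held 16.1% (14.0 to 18.4) of the reads and 7.29% (4.04 to 11.9) of the distinct reads, and 66.9% and 56.1% of placements were as large. No excess in 1 register was thus detectable on nptII, where no register held 50% of the reads, and phasing of a small part of them is not excluded. For the 21 nt reads on bar, the best register held 18.4%, and 10.2% of placements were as large. With distinct reads, the same register (from 845 bp) held 12 of 93, and 1.70% of rotations and 3.27% of placements were as large. On the promoter stretch of bar, 3.44% of placements were as large with every read, and with distinct reads another register led and 94.1% of rotations and 99.0% of placements were as large. On bar and its promoter stretch, phasing of part of the reads cannot be told apart from chance, because the outcome depends on whether identical reads are counted once, and the best registers then hold 12 and 6 reads.

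The copy of the 261 NOSt bases on pCSA110 (7028 to 7288 bp) held 55 small RNA reads of SAIL_232. Of its 40 reads of 21 to 24 nt, 19 had 24 nt (47.5%, 31.5 to 63.9). No explanation was tested.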
